# Brassinosteroid signaling-dependent root responses to prolonged elevated ambient temperature

**DOI:** 10.1038/s41467-017-00355-4

**Published:** 2017-08-21

**Authors:** Sara Martins, Alvaro Montiel-Jorda, Anne Cayrel, Stéphanie Huguet, Christine Paysant-Le Roux, Karin Ljung, Grégory Vert

## Abstract

Due to their sessile nature, plants have to cope with and adjust to their fluctuating environment. Temperature elevation stimulates the growth of *Arabidopsis* aerial parts. This process is mediated by increased biosynthesis of the growth-promoting hormone auxin. How plant roots respond to elevated ambient temperature is however still elusive. Here we present strong evidence that temperature elevation impinges on brassinosteroid hormone signaling to alter root growth. We show that elevated temperature leads to increased root elongation, independently of auxin or factors known to drive temperature-mediated shoot growth. We further demonstrate that brassinosteroid signaling regulates root responses to elevated ambient temperature. Increased growth temperature specifically impacts on the level of the brassinosteroid receptor BRI1 to downregulate brassinosteroid signaling and mediate root elongation. Our results establish that BRI1 integrates temperature and brassinosteroid signaling to regulate root growth upon long-term changes in environmental conditions associated with global warming.

## Abstract (web summary)

Moderate heat stimulates the growth of *Arabidopsis* shoots in an auxin-dependent manner. Here, Martins et al. show that elevated ambient temperature modifies root growth by reducing the BRI1 brassinosteroid-receptor protein level and downregulating brassinosteroid signaling.

## Introduction

Human activities releasing billions of tons per year of carbon dioxide and other heat-trapping gases in the atmosphere change earth’s climate with an unprecedented pace. According to the World Meteorological Organization (WMO, http://public.wmo.int), the earth’s lower atmosphere temperature could rise of more than 4 °C by the end of the 21st century as a consequence of global warming. This gradual change in ambient temperature will impact all forms of terrestrial life, and especially plants that are rooted in soils and thus fixed to a specific location.

Temperature has a large impact on numerous plant developmental processes, including germination, growth, flowering, and hormonal responses, as well as on plant disease resistance^1, 2^. The bHLH transcription factor PHYTOCHROME INTERACTING FACTOR 4 (PIF4) has been shown to be central for multiple responses to warmer temperature in *Arabidopsis*, including flowering, nastic leaf movements, and elongation of the embryonic stem named hypocotyl^3–6^. In aerial plant parts, *PIF4* expression is under the control of the transcriptional repressor evening complex (EC) composed of EARLY FLOWERING 3 (ELF3), ELF4, and LUX ARRHYTHMO (LUX)^7–9^. Elevated temperature reduces the activity of the EC, promoting PIF4 accumulation. Warm temperature also increases the dark reversion at night of the PHYTOCHROME B (PHYB) thermosensor toward its inactive form, allowing PIF4 levels to build up^10, 11^. PIF4 directly binds to and activates the expression of the *YUCCA8* (*YUC8*) and TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1 (*TAA1*) auxin biosynthetic genes upon elevated temperature to positively regulate auxin-dependent hypocotyl growth^3, 6, 12, 13^.

The impact of ambient temperature elevation on underground organs is more elusive. Recent reports indicate that sudden increase of ambient growth temperature to 29 °C triggers auxin responses and accelerates root growth in an auxin-dependent manner^14, 15^. However, short-term changes in ambient growth temperature are largely buffered by the soil, indicating that roots are unlikely to face rapid changes in soil temperature. We therefore investigated the impact of prolonged elevation of ambient temperature, recapitulating the consequences of global warming. In the present study, we show that prolonged warmer conditions enhance root growth largely independently of auxin, by decreasing the levels of the brassinosteroid (BR) receptor BRASSINOSTEROID INSENSITIVE 1 (BRI1) to impact on BR-dependent root growth.

## Results

### Influence of temperature on root growth

To evaluate the impact of prolonged elevated ambient temperature conditions on roots, we grew *Arabidopsis* seedlings at 21 and 26 °C and monitored primary root growth and developmental parameters. In our conditions, the primary root grew significantly longer when plants were exposed to warmer temperature (Fig. 1a). Plants facing prolonged elevated ambient temperature showed a ~ 40% increase in root length compared to plants grown under standard conditions (Fig. 1b). Growth promotion results from increased cell size and/or cell number. The longer root phenotype of 26 °C-grown plants was not explained by a higher rate of cell division, as attested by the shorter meristem size, the reduced number of meristematic cells, and the decreased expression of the *CYCB1;1* cyclin cell cycle marker gene (Fig. 1c–e; Supplementary Fig. 1a, b). To investigate if the root growth promotion observed at higher temperature resulted from increased root cell elongation, we measured the length of fully elongated root cells, using the first epidermal cell harboring a root hair bulge as a reference point. A significant increase in differentiated root cell length was found for plants grown at elevated temperature that, when cumulated, largely explains the longer root phenotype of 26 °C-grown plants (Fig. 1f). A 20 µm increase in cell size over the hundreds of elongated cells found in roots of 15-day-old plant indeed accounts for differences within the centimeter range. Taken together, these observations indicate that similar to short-term elevation of ambient temperature, constant warmth boosts primary root growth.

**Fig. 1:**
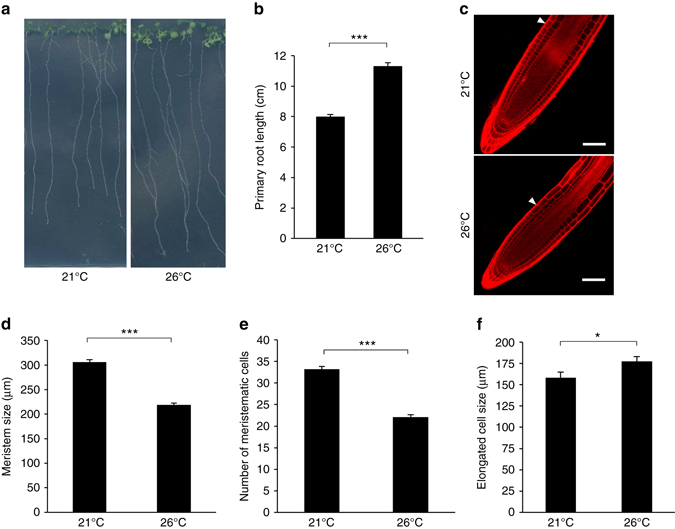
Elevated ambient temperature impacts on root elongation. **a** Phenotype of 15-day-old wild-type plants grown at 21 or 26 °C under long days. Representative pictures are shown. **b** Primary root length of 15-day-old wild-type plants grown at 21 or 26 °C (mean ± s.d., *n* = 25). The *asterisks* indicate a statistically significant difference (*t*-test, *P* < 0.0001). **c** Propidium iodide staining of wild-type plant roots grown as in **a**. *Arrows* represent the meristem boundary where cortical cells double their size. *Scale bar*, 50 µm. **d** Quantification of meristem size, defined by the distance from the quiescent center to the meristem boundary, in plants grown at 21 or 26 °C (mean ± s.d., *n* = 25). The *asterisks* indicate a statistically significant difference (*t*-test, *P* < 0.0001). **e** Quantification of meristem cell number in plants grown at 21 or 26 °C (mean ± s.d., *n* = 25). The *asterisks* indicate a statistically significant difference (*t*-test, *P* < 0.0001). **f** Quantification of differentiated root epidermal cell length (mean ± s.d., *n* = 25). The *asterisk* indicates a statistically significant difference (*t*-test, *P* < 0.01)

### Mechanism of temperature-mediated growth promotion

In hypocotyls, PIF4 activates temperature-induced elongation through direct activation of the auxin biosynthetic genes *YUC8* and *TAA1* and increase in auxin levels^3, 6, 13^. To determine whether root responses to elevated temperature involve the same machinery as in hypocotyls, we first monitored primary root length of *pif4*, *yuc8*, and *taa1* mutants grown at 21 and 26 °C. All three mutants showed longer roots at warmer temperature (Fig. 2a). The root growth promotion triggered by prolonged ambient temperature elevation was similar for wild-type, *pif4*, *yuc8*, and *taa1*, as highlighted by the ratio between primary root length at 26 and 21 °C (Fig. 2b). This indicates that long-term root responses to warmth do not require PIF4-, YUC8-, and TAA1-dependent auxin biosynthesis. PIF4 acts in concert with PIF5 in a number of biological processes including leaf senescence, phototropism, shade avoidance, and hypocotyl growth in response to low blue light^16–19^. We therefore tested whether PIF5 was acting redundantly with PIF4 in the temperature-mediated root elongation by characterizing the *pif4/pif5* double mutant, but failed to observe any difference with wild-type plants (Supplementary Fig. 2a). Since *PIF4/5*, *YUC8*, and *TAA1* are members of multigene families, our observations do not rule out the possible involvement of other family members in temperature-mediated root elongation.

**Fig. 2:**
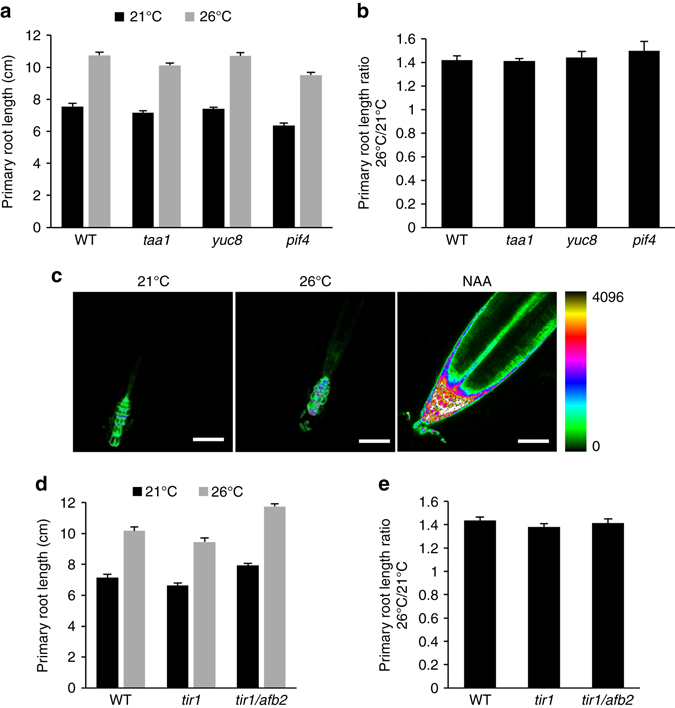
Elevated ambient temperature responses do not involve auxin. **a** Primary root length of 15-day-old wild-type plants (WT) and mutants impaired in hypocotyl temperature responses (mean ± s.d., *n* = 25). The difference between the different genotypes for a given growth temperature is not statistically significant. **b** Ratio of primary root length from plants grown at 26/21 °C as in **a** (mean ± s.d., *n* = 3). The response to elevated growth temperature between the different genotypes is not statistically significant. **c** Influence of elevated growth temperature on auxin responses using the DR5::GFP synthetic auxin reporter. Exogenous application of 1 µM NAA for 24 h is used as a control. Similar confocal detection settings were used to compare the three growth conditions. The look up table (*LUT*) allowing color coding of signal intensities is represented on the right. Representative images are shown. *Scale bar*, 50 µm. **d** Primary root length of WT and auxin perception mutants grown for 15 days at 21 or 26 °C (mean ± s.d., *n* = 25). The difference between WT plants, *tir1*, and *tir1/afb2* mutants for a given temperature is not statistically significant. **e** Ratio of primary root length from plants grown at 26/21 °C as in **c** (mean ± s.d., *n* = 3). The response to elevated growth temperature between the different genotypes is not statistically significant

To further examine if auxin is involved in the differential root growth observed at 26 °C, we first evaluated the influence of growth temperature on the DR5::GFP auxin reporter. In contrast to the sharp increase in DR5::GFP expression observed following auxin treatment, prolonged ambient temperature elevation had little or no effect in DR5::GFP expression (Fig. 2c; Supplementary Fig. 2b). This was further supported by the wild-type primary root elongation response observed for the *tir1* and *tir1/afb2* auxin receptor mutants (Fig. 2d, e), although the same *tir1/afb2* double mutant fails to further elongate upon rapid temperature change from 22 to 29 °C^15^. The impact of higher-order auxin perception mutants could not be evaluated in our conditions since a large proportion of these plants arrest shortly after germination^20^. Altogether, this indicates that plants exposed to continuous elevated growth temperature elongate their primary root by a mechanism different than what has been described for hypocotyls and independently of auxin.

### Genome-wide root responses to elevated ambient temperature

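Roots were collected from wild-type *Arabidopsis* plants grown for 10 days at 21 or 26 °C, with 3 replicates per temperature, and their mRNA was sequenced as paired-end libraries. The authors trimmed the reads, aligned them with Bowtie 2 to 33602 TAIR10 transcripts with 1 isoform per gene, and deposited the number of read pairs counted on each transcript without normalization. Pairs that aligned equally well to several transcripts had been removed by the authors, which took away between 1.77% and 1.89% of the pairs of each library and lowers the counts of genes with near-identical copies. The read pairs counted were 28012660, 28684462 and 28880042 in replicates 1, 2 and 3 at 21 °C, and 28988790, 25774949 and 29488897 at 26 °C. These counted pairs are the depth used for all values, while the paper's stated yield is about 25 M paired-end reads per sample. The pairs that entered the authors' counting had a median of 30128310 at 21 °C and 30529224 at 26 °C. A gene with 3 pairs in a library of this depth makes up 0.102 to 0.116 of every 1000000 pairs. This level was set as the floor of a single library and covers counting error only, although lower counts occur.

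Genes were compared between temperatures with the quasi-likelihood test of edgeR, after TMM normalization and a filter on low counts that left 20843 genes. Normalized counts are counts of read pairs scaled to the mean library size, and adjusted p-values are from Benjamini-Hochberg adjustment over the tested genes. For a single gene, an exact two-sided permutation test of 3 samples against 3 cannot give a p-value below 0.10. No library appeared to have been deposited more than once, since the counts of the 6 pairs of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 2.17 to 22.7. This check says nothing further about how independent the replicates are. Replicate 1 of both temperatures was harvested on the same date, replicates 2 and 3 at 21 °C and replicate 2 at 26 °C on another date, and replicate 3 at 26 °C alone on the third date. As a check on whether the replicate numbers pair the samples, the deviations from the mean of each temperature were correlated across genes, which are not independent replicates. The correlation of samples with the same number was -0.27 for replicate 1, -0.28 for replicate 2 and 0.16 for replicate 3, with no common sign. Its average of -0.13 and that of 0.07 for samples with different numbers are tied to each other by the centring.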

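The growth temperature accounted for most of the variation among the 6 samples, and the first principal component, which held 74.4% of the variance, separated the 3 samples at 26 °C from the 3 samples at 21 °C. At a false discovery rate under 0.05 and a fold change above 1.3, 2772 genes were higher and 2331 genes were lower at 26 °C. In 2673 of the higher genes and 2127 of the lower genes, all 3 samples of a temperature lay on the same side of all 3 samples of the other. With the replicate number as a block in the model, 2637 genes were higher and 2169 were lower. With the harvest date as a block, these numbers were 2082 and 1552. Within the harvest dates that held both temperatures, 2769 of the higher and 2307 of the lower genes changed in the same direction on each date. The genes were called from samples that include these, so the shared direction is largely set by the selection, and the third date held a sample at 26 °C only. Testing directly against a fold change of 1.3 with edgeR's glmTreat moved the counts most toward fewer genes, to 1270 higher and 755 lower.

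Among genes past both thresholds with complete separation of the samples and a mean count of at least 100, *AT4G37850*, which encodes a bHLH protein and lies on chromosome 4 of TAIR10.1 from 17796072 to 17797901, rose most. Its normalized count was 15.7 ± 5.61 (SD, n = 3) at 21 °C and 229 ± 24.2 (SD, n = 3) at 26 °C, a log2 fold change of 3.85 (standard error 0.20, adjusted p = 9.8e-07 from edgeR). *AT3G02620*, a stearoyl-acyl-carrier-protein desaturase gene, rose from 62.1 ± 3.94 to 864 ± 56.9 normalized counts, and *HSP90.1* (*AT5G52640*) rose from 294 ± 48.5 to 4053 ± 401. The largest fall in this set after that of *NAS2* was in *EARLI1* (*AT4G12480*), a lipid-transfer protein gene on chromosome 4 from 7406065 to 7406994. Its normalized count was 1848 ± 592 (SD, n = 3) at 21 °C and 53.2 ± 17.7 (SD, n = 3) at 26 °C, a log2 fold change of -5.13 (standard error 0.29, adjusted p = 1.5e-06 from edgeR). *AT1G73120*, an F-box protein gene, had the next largest fall.

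**Figure D1:**
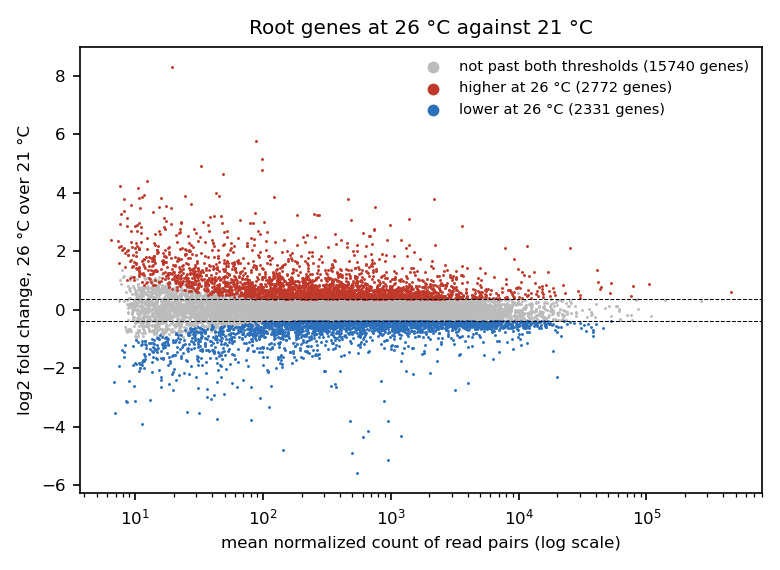
Log2 fold change between 26 and 21 °C against the mean normalized count of read pairs (log scale) for the 20843 tested genes, each point a gene. The 2772 genes higher at 26 °C are in red, the 2331 lower genes in blue, and the dashed lines mark a fold change of 1.3.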

To shed light on the pathways mediating root growth responses to elevated ambient temperature, we performed whole-genome messenger RNA (mRNA)-seq analysis comparing root transcriptomes from plants grown at 21 and 26 °C. We found 2681 genes upregulated (false discovery rate < 0.05 and induction fold > 1.3) and 2114 genes downregulated (false discovery rate < 0.05 and repression fold > 1.3) by increased growth temperature, respectively (Supplementary Data 1). The top recurring gene ontology (GO) terms (ranked by false discovery rate < 0.05) among the upregulated genes at 26 °C were related to biotic stress and defense responses against bacteria, fungi, and herbivores (Fig. 3a; Supplementary Data 2). 

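Gene ontology tables were not used here, and the defense genes were followed through the words of the gene annotation and through the genes listed in Supplementary Data 2. Of the 20594 tested genes with an annotated product or description, 183 carried the words disease resistance or NBS-LRR, and 51 of these were higher at 26 °C, against 2700 higher genes in the whole background. The odds ratio was 2.59 (95% confidence interval 1.83 to 3.61, p = 1.1e-07, two-sided Fisher's exact test across genes). In the fit with the replicate number as a block it was 2.75, and with each replicate left out in turn it stayed between 2.06 and 4.08. In the other direction, 23 of the 183 genes were lower at 26 °C. The removal of ambiguous pairs makes the counts of genes in multigene families, such as these, uncertain.

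Supplementary Data 2 lists 139 genes, all of which were tested. All 139 had a positive log2 fold change, with a median of 0.67, and 124 passed both thresholds. The shared direction is built into the list, which the paper drew from genes it found upregulated in the same samples. Of the 139 genes, 55 carried the words disease resistance or NBS-LRR, so the list and the word set above overlap. The largest rise in the list was that of *HSP90.1*, which lies on chromosome 5 of TAIR10.1 from 21352557 to 21355147, with a log2 fold change of 3.79 (standard error 0.12, adjusted p = 4.0e-08 from edgeR). The lipase gene *GLIP1* (*AT5G40990*), on chromosome 5 from 16418842 to 16420616, had 35.2 ± 20.4 normalized counts (SD, n = 3) at 21 °C and 333 ± 103 (SD, n = 3) at 26 °C, a log2 fold change of 3.24 (standard error 0.32). *VSP2* (*AT5G24770*), a vegetative storage protein gene on chromosome 5 from 8500468 to 8502224, rose from 191 ± 54.5 to 1286 ± 414 normalized counts, a log2 fold change of 2.75 (standard error 0.24). For both genes the 3 values at 26 °C lay above the 3 values at 21 °C.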

Elevated temperature therefore promotes root growth and likely primes root immune responses against potential threats that multiply vigorously with warmth. GO terms associated with genes downregulated with increased temperature include oxidative stress and responses to metal ions (Fig. 3a). This is likely caused by a massive deregulation of genes involved in iron homeostasis, with the nicotianamine synthase *NAS2* gene showing a 50-fold repression, and the iron uptake machinery genes *IRT1* and *FRO2* being downregulated 5- to 10-fold (Supplementary Data 3).

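The word peroxidase was chosen with Supplementary Data 3 in view, a list the paper drew from genes regulated in these samples. Among the 20594 tested genes with an annotation, 96 carried the word peroxidase, and 30 of these were lower at 26 °C, against 2317 lower genes in the whole background. The odds ratio was 3.62 (95% confidence interval 2.26 to 5.67, p = 1.1e-07, two-sided Fisher's exact test across genes). It was 3.92 with the replicate number as a block and lay between 2.46 and 5.00 when each replicate was left out in turn. Another 20 of the 96 genes were higher at 26 °C, and the median log2 fold change of all 96 was -0.05. In a comparison chosen after the data were seen, the 83 genes with peroxidase in the annotated product were over-represented among the higher genes as well, with an odds ratio of 1.97 (95% confidence interval 1.12 to 3.34, adjusted p = 0.031, Fisher's exact test across genes). The competitive test of limma's camera, which compares the whole set with all other genes, gave p = 0.21 (n = 96 genes).

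Supplementary Data 3 lists 53 genes for metal homeostasis, of which 20 carried the word peroxidase. These 20 are among the 30 lower peroxidase genes above, so the odds ratio of that word is not independent of the list. All 53 were lower at 26 °C and passed both thresholds, and their median log2 fold change was -0.65. The list was drawn by the paper from genes it found regulated in these samples. Its largest fall was in *AT1G73120*, on chromosome 1 of TAIR10.1 from 27497176 to 27498062, with 963 ± 228 normalized counts (SD, n = 3) at 21 °C and 32.7 ± 14.9 (SD, n = 3) at 26 °C, a log2 fold change of -4.88 (standard error 0.26, adjusted p = 9.2e-07 from edgeR). The ferritin gene *FER1* (*AT5G01600*), on chromosome 5 from 227953 to 230051, fell from 6826 ± 986 to 1194 ± 45.8 normalized counts, a log2 fold change of -2.52 (standard error 0.11, adjusted p = 2.9e-07 from edgeR).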

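*NAS2* (*AT5G56080*), a gene with 1 exon on chromosome 5 of TAIR10.1 from 22711141 to 22712441, had 1069 ± 276 normalized counts (SD, n = 3) at 21 °C and 22.2 ± 12.3 (SD, n = 3) at 26 °C. Its log2 fold change was -5.58 (standard error 0.29, adjusted p = 8.9e-07 from edgeR), which corresponds to a 47.7-fold repression. *IRT1* (*AT4G19690*), with 3 exons on chromosome 4 from 10707344 to 10709015, had 5556 ± 1483 normalized counts at 21 °C and 837 ± 271 at 26 °C, a log2 fold change of -2.73 (standard error 0.24, adjusted p = 2.8e-05 from edgeR) or a 6.64-fold repression. *FRO2* (*AT1G01580*), with 8 exons on chromosome 1 from 208995 to 213082, had 2446 ± 798 normalized counts at 21 °C and 538 ± 161 at 26 °C. This is a log2 fold change of -2.18 (standard error 0.25, adjusted p = 1.4e-04 from edgeR) or a 4.54-fold repression. In all 3 genes every sample at 26 °C had a lower count than every sample at 21 °C.

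With the replicate number as a block, the log2 fold changes were -5.55 for *NAS2*, -2.74 for *IRT1* and -2.16 for *FRO2*. With each replicate left out in turn they stayed between -6.13 and -5.31, between -3.00 and -2.53 and between -2.45 and -1.95. The fall was smaller on the first harvest date, at -4.37 for *NAS2*, -1.78 for *IRT1* and -1.14 for *FRO2*, than on the second, at -6.20, -3.03 and -2.62. The nicotianamine synthase gene *NAS1* also fell, with a log2 fold change of -0.65 (adjusted p = 0.0063), and *FIT*, which encodes a transcription factor of iron uptake, changed by -0.66 (adjusted p = 0.0026, both from edgeR). With the harvest date as a block, the adjusted p of *NAS1* was 0.053 in edgeR. Under edgeR's glmTreat the adjusted p was 0.11 for *NAS1* and 0.060 for *FIT*. In the same samples other iron genes rose. The log2 fold change was 3.11 for *OPT3*, 0.67 for *FRO3*, 0.63 for *NAS4* and 0.48 for *BTS*. It was 3.25, 2.40, 3.22 and 0.67 for *bHLH38*, *bHLH39*, *bHLH100* and *bHLH101*, paralogs whose counts the removal of ambiguous pairs could lower. Under glmTreat the adjusted p was 0.061 for *NAS4*, 0.23 for *BTS* and 0.096 for *bHLH101*, and the other rises passed. The paper proposes that a massive deregulation of iron homeostasis genes underlies the metal terms among the downregulated genes.

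**Figure D2:**
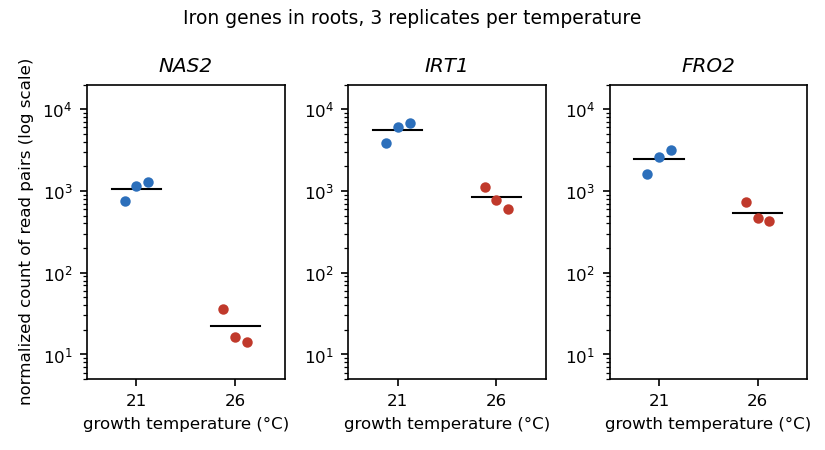
Normalized counts of read pairs (log scale) of *NAS2*, *IRT1* and *FRO2* in roots at 21 and 26 °C. Points are the 3 replicates in the order of their numbers and bars are means, and *NAS2* falls from a mean of 1069 to 22.2.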

**Fig. 3:**
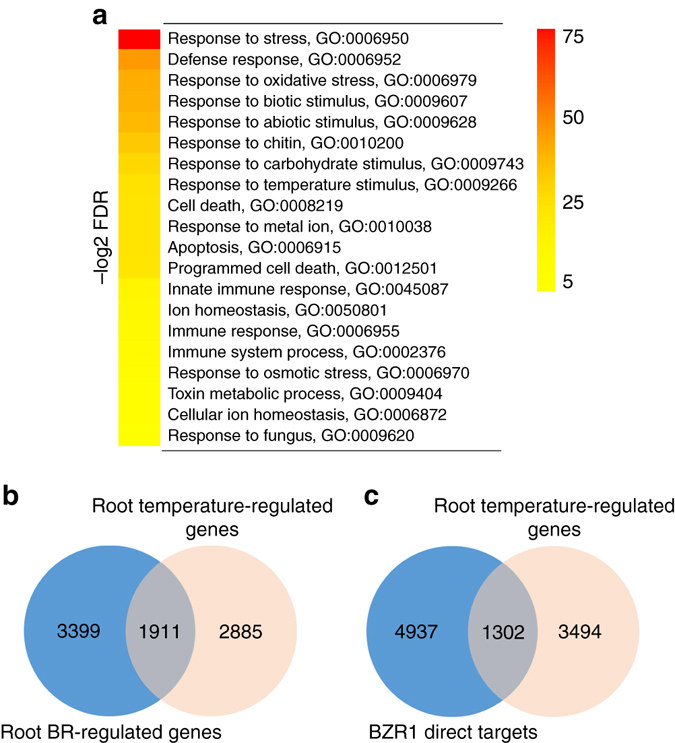
Genomic responses to prolonged elevated ambient temperature in roots. **a** Top 20 (ranked by false discovery rate (*FDR* < 0.05)) significantly enriched GO terms derived from genes that are regulated by increased temperature. The range of FDR is shown on the right. **b**, **c** Venn diagrams representing the overlap between elevated ambient temperature-regulated genes and published brassinosteroid-regulated genes in roots^21^ **b**, or genes directly regulated by the binding of the BR-regulated downstream transcription factor BZR1^25^ **c**

Whole seedlings exposed to a shift toward higher temperatures how strong over-representation of GO terms “response to auxin stimulus”^5^. 

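Of the 20594 tested genes with an annotation, 176 carried the words auxin or SAUR. At 26 °C 25 of them were higher and 22 were lower, against 5017 genes called in either direction in the whole background. The odds ratio was 1.13 (95% confidence interval 0.79 to 1.60, p = 0.48, two-sided Fisher's exact test across genes), and the median log2 fold change of the set was -0.01. With the replicate number as a block the odds ratio was 1.09, and under edgeR's glmTreat it fell below 1, to 0.94. It was higher at a false discovery rate of 0.01, at 1.35 (p = 0.11, Fisher's exact test), and without a fold threshold, at 1.29 (p = 0.10, Fisher's exact test). The interval does not exclude an enrichment of up to 1.60. The receptor gene *TIR1* (*AT3G62980*), on chromosome 3 of TAIR10.1 from 23273065 to 23276630, had 2700 ± 157 normalized counts (SD, n = 3) at 21 °C and 2645 ± 65.6 (SD, n = 3) at 26 °C. The auxin biosynthesis genes *TAA1* and *YUC8* had log2 fold changes of -0.31 (adjusted p = 0.072 from edgeR) and -0.15 (adjusted p = 0.32 from edgeR), and *AFB2* had 0.19 (adjusted p = 0.046 from edgeR), below a fold change of 1.3. Without replicate 2 at 21 °C, *TAA1* passed both thresholds, with a log2 fold change of -0.42 (adjusted p = 0.0051 from edgeR). With the harvest date as a block, the adjusted p of *AFB2* was 0.23 in edgeR.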

Auxin-related terms were however not found among significantly enriched GO categories in our root-specific prolonged elevated temperature data set, which confirms that the genome-wide reprogramming of root gene expression upon elevated ambient temperature growth is largely independent of auxin responses. Several recent studies demonstrated the intricate role of BRs in root growth^21–24^. To unravel the mechanisms leading to longer roots upon growth at elevated temperature, we compared our list of genes regulated by elevated temperature in the root with a recent root-specific BR-regulated gene data set generated by RNA-seq^21^. 

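The part of Supplementary Data 4 used here lists 1283 genes that the paper found regulated by both brassinosteroids and temperature in roots, and all of them were among the tested genes. Of these, 1230 passed both thresholds between 26 and 21 °C, 706 of them higher and 524 lower at 26 °C. With the replicate number as a block, 1191 of the listed genes were called, and with each replicate left out in turn between 1016 and 1196 were called. The number was 946 with the harvest date as a block, 974 at a false discovery rate of 0.01 and 600 under edgeR's glmTreat. Since the list was taken from genes regulated in the same samples, this overlap has no independent background. The published data set of genes regulated by brassinosteroids was not analysed here.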

Thousands of genes regulated by elevated temperature were also regulated by BRs in the root (Fig. 3b; Supplementary Data 4), and overlapped with genes directly bound by the BR signaling downstream transcription factor BRASSINAZOLE RESISTANT 1 (BZR1) in whole seedlings (Fig. 3c)^21, 25^. The root genomic responses to prolonged elevation in ambient temperature therefore have many facets, encompassing defense, nutrient homeostasis, and hormone responses that altogether drive the adjustment in root growth and physiology to warm conditions.

### Steroid signaling is involved in root responses to warmth

BRs impact root growth by modulating the elongation of differentiated cells and meristem size^22, 23, 26^. As a result, the loss-of-function mutant for the *BRI1* gene encoding the BR receptor and the *bes1-D* constitutive BR response mutant for the *bri1* EMS SUPPRESSOR 1 (*BES1*) gene both show shorter roots and shorter meristems^22, 23^. To investigate the possible role of BRs in root responses to increased ambient temperature, we grew BR biosynthetic and BR signaling mutants with altered responses to BRs at 21 and 26 °C and scored their primary root length. The BR-deficient *det2* and *dwf4* mutants, carrying loss-of-function mutations in the *DEETIOLATED2* and *DWARF4* genes, respectively, displayed shorter root than wild-type plants at 21 °C (Supplementary Fig. 3a). Both mutants however showed wild-type temperature-mediated root elongation (Supplementary Fig. 3b), indicating that warm conditions interfere with root growth independently of BR biosynthesis. The *bri1* BR receptor mutant also showed shorter roots than wild-type plants at 21 °C (Fig. 4a), as previously reported^22, 23^. However, temperature elevation had a much greater impact on *bri1* roots (Fig. 4a), as visualized by the ~ 2-fold increase in primary root length ratio for *bri1* plants grown at 26 °C compared to 21 °C (Fig. 4b). This temperature-enhanced response of the *bri1* mutant is the dual consequence of increased root cell expansion and proliferation (Supplementary Fig. 3c, d).

**Fig. 4:**
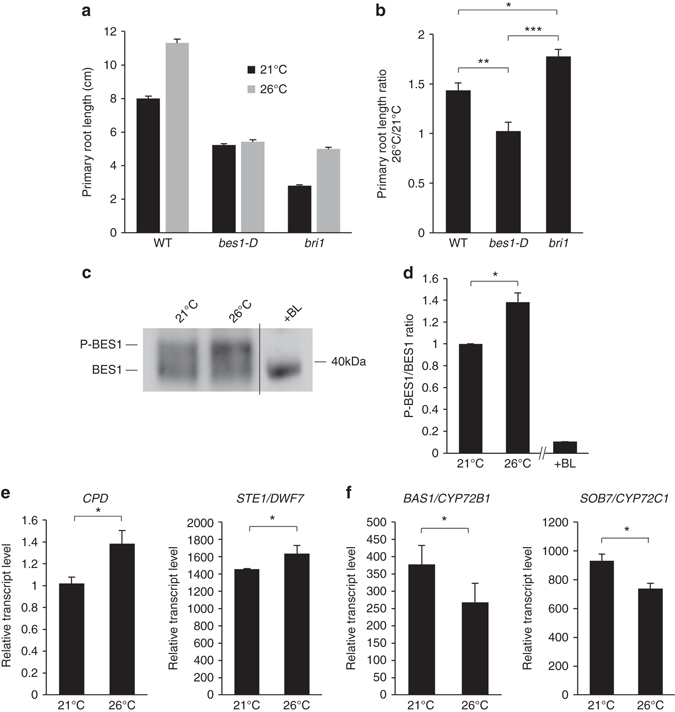
Brassinosteroid signaling regulates root responses to elevated ambient temperature. **a** Primary root length of 15-day-old wild-type (*WT*) or brassinosteroid-related mutant plants grown at 21 or 26 °C (mean ± s.d., *n* = 25). **b** Ratio of primary root length from plants grown at 26/21 °C as in **a** (mean ± s.d., *n* = 3). The *asterisks* indicate a statistically significant difference (Kruskal–Wallis; *P < 0.01; **P < 0.001; ***P < 0.0001). **c** Western blot analyses monitoring the phosphorylation state of BES1 in wild-type plants grown at 21 or 26 °C using anti-BES1 antibodies. A root protein extract from plants treated with brassinolide (*BL*) is used as a control for BES1 dephosphorylation. A representative blot is shown. **d** Ratio of phosphorylated BES1 (*P-BES1*) over BES1 levels (mean ± s.d., *n* = 4). The *asterisk* indicates a statistically significant difference (Mann–Whitney; *P < 0.01; **P < 0.001; ***P < 0.0001). **e** mRNA accumulation of the brassinosteroid feedback-regulated *CPD* and *STE1/DWF7* genes in roots from wild-type plants grown at 21 or 26 °C (mean ± s.d., *n* = 3). The *asterisk* indicates a statistically significant difference (Mann–Whitney, *P* < 0.01). **f** mRNA accumulation of the *BAS1/CYP72B1* and *SOB7/CYP72C1* brassinosteroid metabolism genes in roots from wild-type plants grown at 21 or 26 °C (mean ± s.d., *n* = 3). The *asterisk* indicates a statistically significant difference (Mann–Whitney, *P* < 0.01)

To strengthen the genetic evidence supporting a role of BR signaling in temperature-mediated root growth, we scored root responses to warm conditions using genetic backgrounds showing enhanced BR responses. The *bes1-D* constitutive BR response mutant, which overaccumulates the dephosphorylated and active form of the BR-regulated transcription factor BES1^27^, failed to respond to warm temperature under these conditions (Fig. 4a, b). The *bzr1-D* constitutive BR response mutant, which accumulates the active dephosphorylated form of BZR1^28^, showed defective temperature-mediated root responses, although to a lesser extent than *bes1-D* (Supplementary Fig. 4a). Since BES1 and BZR1 integrate several intertwined pathways, we sought to investigate root temperature responses using BR hypersensitive genetic backgrounds targeting earlier steps in BR signaling. We therefore monitored primary root length of the *bin2/Atsk2-2/Atsk2-3* triple GSK3 mutant^29^, defective in the negative regulation of the pathway downstream of BRI1. *bin2/Atsk2-2/Atsk2-3* showed reduced responses to elevated temperature, as attested by the lower primary root length ratio of plants grown at 26 vs. 21 °C (Supplementary Fig. 4a). These genetic evidence clearly indicate that BR signaling negatively impacts on root responses to prolonged elevated growth temperature.

Since short-term elevation in ambient temperature from 22 to 29 °C has recently been shown to enhance root elongation in an auxin and TIR1/AFB2-dependent manner^15^, we wanted to clarify further the role of auxin and assess the contribution of BR signaling in temperature-mediated root growth. Differences between the two studies may arise from (i) the requirement for BR signaling in responses to temperatures below 26 °C while auxin would drive responses to higher temperatures, (ii) the continuous vs. short-term elevated ambient temperature experimental setup used, or (iii) the influence of long day vs. short day photoperiod. First, to examine the possibility that BR signaling operates only for responses to elevated temperatures up to 26 °C, wild-type, *bri1*, *bes1-D*, *tir1*, and *tir1/afb2* were subjected to continuous growth at 22 or 29 °C. In our conditions, wild-type plants showed similar root length at both temperatures, although hypocotyls dramatically elongated at 29 °C (Supplementary Fig. 4b). Continuous growth at 29 °C led to a sharp decrease in *bes1-D* primary root length, while *bri1* root elongated more at 29 °C than at 22 °C. Both *tir1* and *tir1/afb2* responded like wild-type plants to continuous growth at 29 °C. Second, to evaluate the role of BR signaling in root responses to a sudden increase in ambient temperature, we scored primary root length 4 days after transfer from standard to elevated ambient temperature as previously reported^15^. Surprisingly, wild-type plants transferred to warmer conditions for 4 days failed to enhance primary root elongation compared to plants kept at 22 °C (Supplementary Fig. 4c), while hypocotyls were clearly longer. *bes1-D* showed shorter roots at 29 °C compared to 22 °C, whereas *bri1* still underwent promotion of root elongation at elevated temperature. Neither *tir1* nor *tir1/afb2* mutants were affected in their responses to temperature compared to wild-type plants. Finally, to assess the impact of photoperiod on the pathways underlying root growth at elevated temperature, we measured primary root length from plants subjected to continuous growth at 21 or 26 °C under short days. Under short day conditions, primary root length of wild-type plants significantly showed a ~ 25% decrease with warmer temperature (Supplementary Fig. 4d). *bes1-D* roots were strongly shortened by continuous growth under elevated temperature, while *bri1* roots were less affected than wild type. Auxin perception mutants behaved like wild type under these conditions. Altogether, these different observations indicate that BR signaling modulates root growth in response to both short-term and prolonged elevated ambient temperature conditions, over a wide range of warm temperatures and independently of the photoperiod. Constant growth at elevated temperature has a profound influence on plant root growth depending on the photoperiod, with roots elongating more under long days and roots becoming shorter under short days. Our results indicate that BR signaling negatively regulates root responses to temperature elevation under long days, while positively regulating temperature-mediated root elongation under short days. Regardless, the primary root length ratio from plants grown at 26 °C over 21 °C are always greater for *bri1* and lower for *bes1-D* (Fig. 4b; Supplementary Fig. 4b–d). Interestingly, none of the conditions used in our study revealed a different behavior for auxin perception mutants in root temperature responses compared to wild-type plants, suggesting that additional factors are required to enhance the contribution to auxin in root growth responses to temperature.

Since our primary goal was to characterize root responses to ambient temperature elevation, especially in the context of global warming, we investigated deeper the influence of prolonged warmer temperature of only a few degrees (i.e., 21 vs. 26 °C) on BR signaling, using a long-day photoperiod. To this purpose, we first monitored the phosphorylation state of the BES1 transcription factor as a readout of BR signaling^30^. BES1 indeed accumulates under phosphorylated (P-BES1) and unphosphorylated (BES1) forms, and exogenous BR application promotes the conversion of BES1 to its unphosphorylated active form^27, 29^. Plants grown at 26 °C reproducibly accumulated more phosphorylated BES1 than plants grown at 21 °C (Fig. 4c), as evidenced by the increase in the P-BES1/BES1 ratio at elevated growth temperature (Fig. 4d). In addition, well-established BR homeostasis genes known to be regulated by BR signaling are affected by warm conditions. Expression of the *STE1/DWF7* and *CPD* BR biosynthetic genes, which are under a negative feedback regulation by BR signaling^31^ and consequently induced in roots of *bri1* mutants compared to wild-type plants (Supplementary Fig. 5), is indeed higher at 26 °C compared to 21 °C (Fig. 4e). In contrast, the *BAS1* and *SOB7* genes involved in BR metabolism and induced by BRs^32, 33^ are downregulated at elevated temperature (Fig. 4f). Taken together, these observations indicate that high temperature downregulates BR signaling to promote root elongation.

### Temperature impacts on BRI1 levels

The mechanisms by which temperature impinges on BR signaling may be diverse. No significant changes in mRNA accumulation were observed in our whole-genome RNA-seq experiment for the major factors involved in BR signaling (e.g., *BRI1*, *BAK1*, *BES1*, *BZR1*) (Supplementary Fig. 6a). 

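*BRI1* (*AT4G39400*), with 1 exon on chromosome 4 of TAIR10.1 from 18324457 to 18328831, had 3249 ± 268 normalized counts (SD, n = 3) at 21 °C and 3344 ± 80.6 (SD, n = 3) at 26 °C, a log2 fold change of 0.04 (standard error 0.08, adjusted p = 0.70 from edgeR). *BAK1* (*AT4G33430*), with 12 exons on chromosome 4 from 16086311 to 16090832, had 3655 ± 268 and 3697 ± 106 normalized counts, a log2 fold change of 0.02 (standard error 0.08, adjusted p = 0.88 from edgeR). *BES1* (*AT1G19350*), on chromosome 1 from 6688463 to 6691216, had 842 ± 23.4 and 860 ± 32.9 normalized counts, a log2 fold change of 0.03 (standard error 0.07, adjusted p = 0.75 from edgeR). For these 3 genes the difference between temperatures was smaller than the SD of the replicates at 21 °C. With a replicate left out, the sign of the change reversed for *BRI1*, to -0.01, and for *BAK1*, to -0.03.

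*BZR1* (*AT1G75080*), on chromosome 1 from 28185504 to 28188075, had 653 ± 16.8 normalized counts at 21 °C and 764 ± 31.6 at 26 °C, and its 3 values at 26 °C lay above the 3 values at 21 °C. Its log2 fold change was 0.23 (standard error 0.07, adjusted p = 0.030 from edgeR), which is a 1.17-fold change and lies below the threshold of 1.3. The adjusted p was 0.081 with the replicate number as a block, 0.20 with the harvest date as a block and 0.062 with DESeq2.

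**Figure D3:**
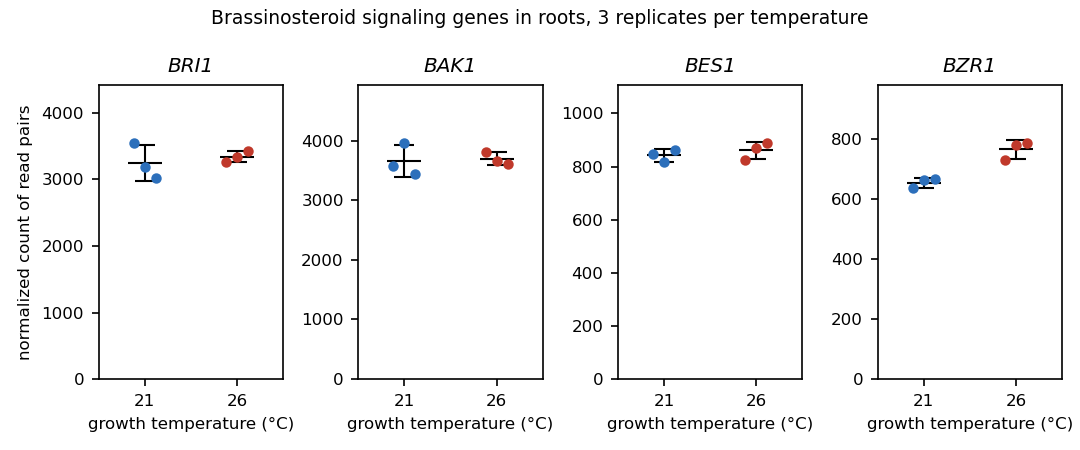
Normalized counts of read pairs of *BRI1*, *BAK1*, *BES1* and *BZR1* in roots at 21 and 26 °C, with axes starting at 0. Points are the 3 replicates in the order of their numbers, and bars with whiskers are means and SD. The means of *BZR1* are 653 and 764.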

We therefore analyzed the levels of BRI1 protein in roots from plants grown at 21 and 26 °C. To this purpose, we took advantage of two isogenic transgenic lines expressing a functional fusion of BRI1 to the yellow fluorescent protein variant mCitrine (mCit) under the control of its own promoter, in the wild-type or *bri1* background^34^. In these lines, BRI1-mCit accumulates to the levels of endogenous BRI1 protein^35^. Interestingly, BRI1-mCit protein accumulated to lower levels upon growth at elevated ambient temperature (Fig. 5a), while *BRI1* mRNA levels monitored by quantitative RT-PCR remained unaffected (Fig. 5b). This points to the existence of a post-transcriptional regulation of *BRI1* gene expression by elevated temperature. Confocal microscopy observations using similar detection settings for BRI1-mCit plants grown at 21 and 26 °C confirmed the decrease in BRI1-mCit protein levels at higher growth temperature (Fig. 5c). The post-transcriptional regulation of BRI1 by elevated temperature is also observed in *bri1*/35S::BRI1-mCit plants, where BRI1-mCit protein levels decrease upon warmth (Supplementary Fig. 6b). BRI1-mCit levels were however not affected in hypocotyls from seedlings grown at 26 °C compared to 21 °C, although the hypocotyl dramatically elongated with warmer temperature (Supplementary Fig. 7a). The influence of temperature on the levels of several plasma membrane proteins, including the plasma membrane intrinsic protein 2;1 aquaporin (PIP2;1) and the PIN-FORMED2 auxin efflux carrier (PIN2), was monitored to determine if the observed effect on BRI1 accumulation was specific. Neither PIP2;1 nor PIN2 levels were affected by elevated growth temperature showing that temperature specifically impacts on BRI1 levels to regulate root growth (Supplementary Fig. 7b, c). The effect of temperature on BRI1-mCit accumulation was also monitored with time after plants were transferred from 21 to 26 °C. The decrease of BRI1-mCit protein was first observed 12 h after plants were transferred to elevated ambient temperature growth conditions and was maximum after 36 h (Supplementary Fig. 7d, e), suggesting that this response is rather slow. Nevertheless, and consistent with the drop in BRI1 levels in the root, plants grown at 26 °C were hyposensitive to the root growth inhibitory effect of exogenously applied brassinolide (BL) (Fig. 5d, e).

**Fig. 5:**
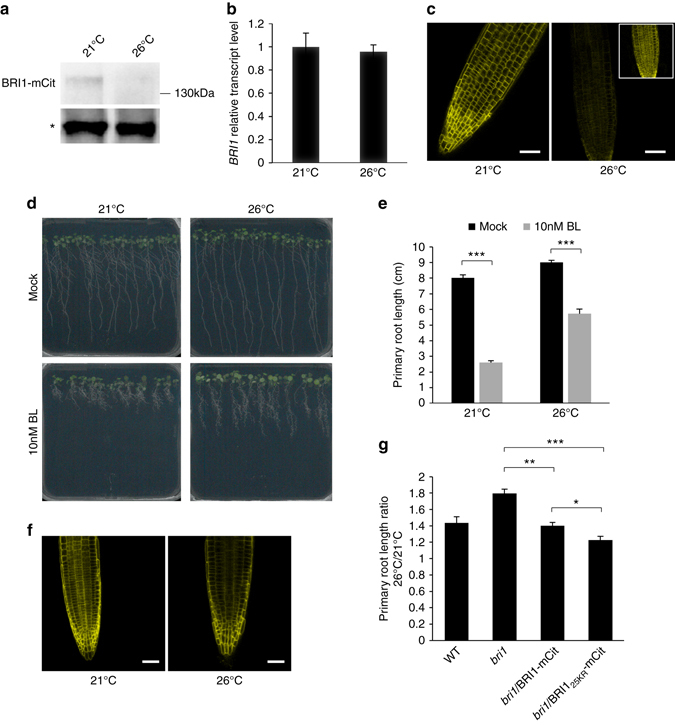
Elevated ambient temperature impinges on BRI1 levels and brassinosteroid perception. **a** Western blot analyses monitoring the accumulation of BRI1 protein in 15-day-old plants expressing a functional BRI1-mCitrine (mCit) fusion protein, under the control of the *BRI1* promoter, using anti-GFP antibodies. The *asterisk* represents a non-specific band used as loading control. A representative blot is shown. **b** Quantitative RT-PCR monitoring *BRI1* gene expression in roots from wild-type plants grown at 21 or 26 °C (mean ± s.d., *n* = 3). The difference in *BRI1* gene expression at 21 and 26 °C is not statistically significant. **c** Influence of elevated ambient temperature on BRI1-mCit protein accumulation in roots. Similar confocal detection settings were used to compare plants grown at 21 and 26 °C. Representative images are shown. Inset shows higher gain. Scale bar, 50 µm. **d** Phenotype of 15-day-old wild-type plants grown at 21 or 26 °C and treated with mock or 10 nM brassinolide (*BL*). Representative images are shown. **e** Primary root length of plants grown as in **d** (mean ± s.d., *n* = 25). The *asterisks* indicate a statistically significant difference (*t*-test, *P* < 0.0001). **f** Influence of increased growth temperature on BRI1-mCit and its non-ubiquitinatable BRI1_25KR_-mCit variant. Similar confocal detection settings were used to compare the effect of temperature. Representative images are shown. *Scale bar*, 50 µm. **g** Ratio of primary root length from wild-type, *bri1*, *bri1*/BRI1-mCit, and *bri1*/BRI1_25KR_-mCit plants grown at 21 and 26 °C for 15 days (mean ± s.d., *n* = 4). The *asterisks* indicate a statistically significant difference (Kruskal–Wallis; *P < 0.01; **P < 0.001; ***P < 0.0001)

We recently demonstrated that BRI1 undergoes lysine(K)-63 polyubiquitin-dependent endocytosis and degradation^35^. A functional but non-ubiquitinatable BRI1_25KR_ mutant version is more stable at the cell surface and fails to reach the vacuole due to defective intracellular sorting^35^. To evaluate if BRI1 ubiquitination plays a role in the decrease of BRI1 protein levels and in the root responses to elevated ambient temperature, we subjected BRI1_25KR_-mCit-expressing plants to growth at 21 or 26 °C. As observed by confocal microscopy analyses and in contrast to the decrease in BRI1-mCit levels observed at 26 °C (Fig. 5c), the non-ubiquitinatable BRI1_25KR_ variant failed to respond to warmer growth conditions (Fig. 5f). This indicates that BRI1 ubiquitination mediates the drop in BRI1 levels at higher temperature. Consistently, transgenic *bri1* plants expressing BRI1_25KR_-mCit under the control of its own promoter, which have been previously shown to be hypersensitive to BRs^35^, displayed a diminished response to elevated temperature than plants expressing its wild-type BRI1-mCit counterpart (Fig. 5g). The primary root length observed for plants grown at 26 °C compared to 21 °C is ~40% greater for wild-type and *bri1*/BRI1-mCit control plants, while only ~ 20% longer for plants expressing the ubiquitination-defective BRI1 and within the range of what is observed for *bzr1-D* or *bin2/Atsk2-2/Atsk2-3* mutants (Supplementary Fig. 4a). The role of BRI1 ubiquitination in root temperature responses is underestimated due to the lower accumulation of BRI1_25KR_-mCit protein than BRI1-mCit in these specific lines^35^. Altogether, these observations demonstrate that temperature impinges on BR signaling and BR-dependent root growth at the level of BRI1 ubiquitination.

## Discussion

Plant development is highly responsive to ambient temperature, and this trait has been linked to the ability of plants to adapt to climate change^36^. The mechanisms of temperature perception and responses are slowly emerging, but are mostly limited to the influence of warm conditions on flowering or hypocotyl elongation.

Temperature elevation has long been known to trigger auxin production in shoots, and hypocotyl elongation^13^. Auxin has notably been proposed to mediate early phases of hypocotyl growth in response to temperature elevation, while steroid-dependent hypocotyl growth control drives later stages of the response to temperature^5^. Auxin also plays a role for hypocotyl elongation under continuous warmth^12^, indicating that auxin and BRs may work together for long-term hypocotyl growth adjustment to changes in ambient temperature. Much less is known about how roots respond to prolonged ambient temperature elevation. In the present study, we demonstrated that root responses to elevated ambient temperature are associated with BR-dependent reprogramming of root growth. The mechanisms identified in this study that translate the temperature input into growth changes are radically different from aerial parts where auxin is the major driver of temperature-dependent growth^3, 6, 12, 13^. Although auxin levels build up upon temperature elevation in aerial parts, the contribution of shoot-derived auxin for root growth appears quite limited^37^. Unexpectedly, we demonstrated that prolonged elevated ambient temperature leads to a decrease in root auxin content (Supplementary Fig. 8a). Although reduced auxin levels may explain the accelerated root growth observed at 26 °C, we clearly proved that auxin played a minor role in responses to continuous growth at elevated temperature since *tir1* and *tir1/afb2* mutants behaved like wild type in our growth conditions. The auxin receptor TIR1 was shown to be stabilized in the root when plants are switched from standard to 29 °C growth temperature^15^. Growth under continuous elevated temperature leads to mild TIR1 accumulation (Supplementary Fig. 8b, c). This temperature-dependent stabilization of TIR1 likely compensates for the lower root auxin levels at 26 °C and explains the lack of differential auxin response. In our hands, the contribution of auxin to temperature-mediated root growth appears limited compared to the one of BR signaling. This suggests that additional factors are important to dictate the pathways driving root growth upon changes in ambient temperature.

Our work provides several complementary evidence using genetics, genomics, biochemical, and cell biology approaches that elevated temperature impinges on BR signaling at the level of BRI1 to control steroid signaling-dependent root elongation. Although genetic analyses clearly point to the negative role of BR signaling in root responses to elevated temperature in long days, our photoperiod of reference in this study, exogenous application of BL is associated with an enhanced response to temperature under the same conditions. Such discrepancy may be explained by the non-physiological concentration of exogenously applied ligand, which not only abolishes spatial and temporal control of BR responses that are crucial for proper root growth^21–23, 26, 38^, but also likely activates other BR receptors such as BRL1 and BRL3 for which temperature regulation has not been demonstrated. Similarly, the fact that BR biosynthetic mutants show wild-type responses to warm conditions, while all insensitive or hypersensitive/constitutive BR genotypes tested respond differentially is surprising. This likely reveals some specificity in the cell type or developmental stage where BR are synthesized, perceived by BRI1 and BRLs, and where temperature acts on BR signaling.

BRs are mostly considered as a growth-promoting hormone. This is especially true for light grown seedlings where exogenous application of BL, or genotypes with enhanced BR responses, show longer hypocotyls. The fact that root elongation in responses to continuous warm conditions and long day photoperiod is mediated by a decrease in BRI1 levels and attenuated BR signaling is therefore puzzling. In roots, BRs promote growth at very low concentrations and inhibit growth at higher levels, under standard growth temperature^22^. BR concentration may however be supraoptimal for root growth at 26 °C. Consequently, the temperature-dependent downregulation of BR signaling would yield longer roots. Two lines of evidence argue against this hypothesis. First, the *bri1* mutant is still responsive to temperature elevation. Second, dose–response analyses to exogenously applied BL failed to confirm supraoptimal root BR levels since root growth was not inhibited at very low BR concentrations at 26 °C (Supplementary Fig. 9). A second explanation to the BR-mediated elongation upon heat may rely in the relative contribution of BRI1 and BR signaling to cell division and expansion. *bri1* may mostly be affected in cell division under standard temperature, explaining the *bri1* short root phenotype, while retaining the ability to promote cell elongation upon warmth. This scenario is however not supported by our observations that *bri1* is severely impaired in both cell proliferation and elongation, and cannot easily explain why *bri1* over-responds to temperature elevation compared to wild type. Alternatively, BR signaling may impinge on a downstream signaling pathway, specifically at elevated temperature, to differentially regulate root cell division and expansion. Downregulation of BRI1 by heat, or the absence of a functional BRI1, would unleash such downstream pathway and yield longer roots. This would explain the greater ratio of root length at elevated over standard temperature for *bri1* compared to wild-type plants, regardless of the duration or the photoperiod, and the decreased ratio for *bes1-D*. We ruled out the involvement of auxin and TIR1/AFB2 in our growth conditions. Elevated temperature therefore likely influences root growth *via* another plant hormone, under the control of BR signaling. Gibberellins (GA) are known to modulate both the rate of cell proliferation and the extent of dividing and post-mitotic cell expansion^39–41^. Several recent reports in *Arabidopsis* and rice established a link between BR signaling and GA metabolism or GA signaling in the control of plant growth^42–46^. Although in most cases BRs positively regulate GA to boost growth, more complex interactions between the two hormones have been reported. BRs were notably found in rice roots to negatively regulate GA^45, 47^. BRs indeed promote the expression of the *GA2ox3* GA-inactivating gene and inhibit the *GA20ox3* GA biosynthetic gene in roots, leading to increased abundance of the central GA DELLA repressor SLR1^45, 47^. Decreased BR signaling has, therefore, the ability to yield more bioactive GA levels and enhanced GA signaling under certain circumstances or cell types. Future work will elucidate whether downregulation of BR signaling by temperature elevation promotes GA-dependent root growth.

The photoperiod strongly influences root growth and the role of BR signaling in root responses to elevated ambient temperature. While we have clearly demonstrated that warm conditions impact BR signaling by decreasing BRI1 levels in long days, the influence of short-day conditions on BRI1 levels and BR signaling will have to be investigated. The PIF-BES1/BZR1 module, which integrates BRs, temperature, and light inputs in hypocotyls^48, 49^, may also contribute to root temperature responses and convey photoperiod input. It is therefore conceivable that temperature also crosstalks with BR and light signaling at the levels of BES1/BZR1 through interaction with a yet to be identified root-expressed PIF, providing more complexity in the mechanisms of ambient temperature control through BR signaling. We genetically excluded the contribution of PIF4 and PIF5, but other PIFs have already been reported to participate in root growth^50^ and may therefore contribute to the integrated root growth control by BRs and temperature.

In nature, the rationale for plant roots growing deeper upon elevated ambient temperature appears unclear. Enhanced root growth may allow protection of the meristem bearing root stem cells from the superficial zone of the soil where the heat is more prominent. Alternatively, roots may grow deeper to search for water whose availability usually drops with warmth due to increased evaporation, and fewer precipitations under most climates. More importantly, our work offers the first glimpse on how climate change may impact plant underground organs and the whole plant. BRs are known to suppress immune signaling in plants through the activation of BZR1^51^. The increased expression in roots of a whole battery of defense genes against a wide variety of pests and pathogens upon elevated ambient temperature is therefore consistent with the observed downregulation of BR signaling. Setting up defense responses in the absence of threats is costly in energy, but may counteract the vigorous multiplication of bacteria, fungi, and insects upon elevated temperature. Surprisingly, the so-called growth trade-off between growth and immunity does not operate in the context of roots for warmer temperature since roots grow longer while activating immune responses^52^. Besides defense responses, iron homeostasis is also strongly affected by higher temperature. Considering the critical importance of iron for photosynthesis and its relatively low availability in soils, temperature-mediated changes in iron nutrition may have significant impact on plant yield. Although the molecular basis of elevated temperature responses is only emerging, it becomes increasingly important to obtain a clear picture of what the agriculture of tomorrow may look like to anticipate negative effects of temperature on plant physiology.

## Methods

### Plant materials and growth conditions

The mutants and transgenic lines used in this study have been described previously: *pif4*, *pif4/pif5* ^16^, *taa1* ^53^, *det2* ^54^, *dwf4* ^55^, *bri1* knock-out^34^, *bes1-D* ^27^, *bzr1-D* ^28^, *bin2/Atsk2-2/Atsk2-3* ^29^, *tir1* ^56^, *tir1/afb2* ^20^, *yuc8* ^37^, CYCB1;1::GUS, DR5:GUS, DR5::GFP^22^, *bri1*/BRI1-mCit, BRI1-mCit^34^, *bri1*/BRI1_25KR_-mCit and BRI1_25KR_-mCit^35^. Seeds were sterilized, stratified, and germinated on solid agar plates containing half-strength Linsmaier and Skoog medium without sucrose. After stratification, plates were incubated in growth chambers under long-day conditions (16 h light/8 h dark, 90 μE m^−2 ^s^−1^) or short-day conditions (8 h light/16 h dark, 90 μE m^−2 ^s^−1^), at 21, 22, 26, or 29 °C. For short-term elevated temperature experiments, plants were grown for 5 days at 22 °C before being transferred to either 22 or 29 °C for an additional 4 days. To ascertain that the BR- and auxin-related mutants used in this study were indeed affected in BR and auxin responses, respectively, we confirmed their sensitivity or resistance to BRs (or the biosynthetic inhibitor BRZ) and auxin using root length as a readout (Supplementary Fig. 10).

### Root growth parameters

Quantitative measurements of primary root length were performed on scanned images of seedlings using the Fiji image software (http://fiji.sc/). The root meristem size was determined using propidium iodide. Briefly, seedlings were immersed in a solution of 10 µM propidium iodide for 10 min and then rinsed twice in distilled water before imaging. Meristem size was defined as the distance between the quiescent center and the meristem boundary where the cortical cell is twice the size of the immediately preceding cell. Cell divisions in root tips were visualized using plants expressing β-glucuronidase (GUS) under the control of the *CYCB1;1* promoter. GUS histochemical staining was performed using 5-bromo-4-chloro-3-indolyl-b-d-glucuronide as substrate^22^. The size of fully elongated differentiated cells was determined by measuring the length of the first epidermal cells showing a root hair bulge.

For all root growth parameters, 25 plants seedlings were used per treatment or genotype. Experiments were done in triplicates.

### Whole-genome RNA profiling

Roots from plants grown at 21 or 26 °C for 10 days were collected and total RNA extracted using the RNEasy kit and DNase treatment according to the supplier’s instructions (www.qiagen.com). RNA-seq experiment was carried out in triplicates at the POPS transcriptomic facility of the Institute of Plant Sciences Paris-Saclay, thanks to IG-CNS Illumina Hiseq2000 privileged access to perform paired-end (PE) 100 bp sequencing. RNA-seq libraries were prepared according to the TruSeq_RNA_SamplePrep_v2_Guide_15026495_C protocol (www.illumina.com). The RNA-seq samples were sequenced in paired-end (PE), with a sizing of 260 bp and a read length of 100 bases. Six samples per lane of Hiseq2000 were sequenced, using individual bar-coded adapters, and yielded ~25 millions of PE reads per sample.

### Bioinformatic analyses

To facilitate comparisons, each RNA-Seq sample followed the same pipeline from trimming to count of transcript abundance. Read preprocessing criteria included trimming library adapters and performing quality control checks using FastQC (Version 0.10.1). The raw data (fastq) were trimmed for Phred Quality Score > 20, read length > 30 bases and sort by Trimming Modified homemade fastx_toolkit-0.0.13.2 software for ribosomal RNA sequences. Bowtie version 2 was used to align reads against the *Arabidopsis thaliana* transcriptome^57^. The 33602 mRNAs were extracted from TAIRv10 database with one isoform per gene to avoid multi-hits^58^. The abundance of mRNAs was calculated by a local script, which parses SAM files and counts only PE reads for which both reads map unambiguously to the same gene. According to these rules, around 98% of PE reads aligned to transcripts for each sample. Gene expression was analyzed using the EdgeR package (Version 1.12.0)^59^, in the statistical software “R” (Version 2.15.0)^60^. GO analyses were performed using the AgriGO portal^61^.

### Auxin content

For quantification of free IAA, wild-type plants were grown at 21 or 26 °C for 15 days. Roots were collected, weighed, and root samples containing 10–25 mg root material (fresh weight) were extracted and purified as described^62^. IAA was quantified using GC-MS/MS (gas chromatography-tandem mass spectrometry)^62^, using eight biological replicates.

### Western blot

Protein extraction was conducted using roots from 15-day-old seedlings. Detection of BES1 and BRI1-mCit protein levels used the anti-BES1^63^ (dilution 1/5000) and anti-GFP (Miltenyi Biotech 130-091-833, dilution 1/5000) antibodies, respectively. Western blots were done in triplicates. Scans of full blots used in this study are available (Supplementary Fig. 11).

### Quantitative real-time PCR

Total RNA was extracted from roots using the GeneJet Plant RNA purification kit (ThermoFischer, www.thermofischer.com). First-strand complimentary DNA (cDNA) was synthesized from 2 μg of total RNA using the RevertAid Reverse Transcriptase (ThermoFischer, www.thermofischer.com). Primer design was carried out using the Primer3 software (http://biotools.umassmed.edu/bioapps/primer3_www.cgi). Primer combinations showing a minimum amplification efficiency of 90% were used in real-time RT-PCR experiments (Supplementary Table 1). For transcript normalization, we used the well-established At1g13320 reference gene encoding a protein phosphatase 2A subunit^64^. Real-time RT-PCR amplifications were performed using the Light Cycler Fast Start DNA Master SYBR Green I kit on a Light Cycler apparatus according to manufacturer’s instructions (Roche, www.roche.com). Cycling conditions were as follows: 95 °C for 10 min, 40 cycles at 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 15 s. PCR amplification specificity was checked using a dissociation curve (55–95 °C). A negative control without cDNA template was included for each primer combination. Experiments included three technical replicates and three independent biological replicates. Ratios were done with constitutive controls for gene expression to normalize the data between different biological conditions.

### Confocal microscopy

Plant samples were mounted in water and viewed on a Leica TCS SP2 SP8-X confocal laser scanning microscopes (www.leica-microsystems.com/home/). For imaging GFP and propidium iodide, the 488-laser line was used. Excitation of mCit and Venus used the 514-nm laser line. Laser intensity and detection settings were kept constant in individual sets of experiments to allow for direct comparison of protein levels. Quantification of total fluorescence intensity in roots was performed using the Leica Confocal Software.

### Statistical analyses

Statistical significance of the biological parameters (*n* = 25) was assessed using *t*-test (two genotypes/conditions) or the one-way analysis of variance (three genotypes/conditions and more) (*P < 0.01; **P < 0.001; ***P < 0.0001). Quantification of western blots, quantitative PCR, primary root length ratios, and auxin content experiments used the non-parametric Mann–Whitney (two genotypes/conditions) or Kruskal–Wallis (three genotypes/conditions and more) tests (*P < 0.01; **P < 0.001; ***P < 0.0001). Statistical analyses were performed with the software GraphPad Prism.

### Data availability

RNA-seq data were deposited at Gene Expression Omnibus (accession #GSE99283; www.ncbi.nlm.nih.gov/geo/) and at CATdb databases (Project: NGS_2015_05_HIGH_TEMPERATURE_ROOT; http://urgv.evry.inra.fr/CATdb/) according to the “Minimum Information About a Microarray Experiment” standards. The authors declare that all other data supporting the findings of this study are available within the manuscript and its supplementary files are available from the corresponding author upon request.

## Electronic supplementary material

Supplementary Information_JWF ready

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Peer Review File

# Supplementary material for: Brassinosteroid signaling-dependent root responses to prolonged elevated ambient temperature
**Source:** Nat Commun. 2017 Aug 21;8:309. doi: 10.1038/s41467-017-00355-4
**Supplement:** Supplementary file 1 — Supplementary Information_JWF ready

File Name: Supplementary Information

Description: Supplementary Figures and Supplementary Table.

File Name: Supplementary Data 1

Description: Differential Expression of *Arabidopsis* root genes at 21°C and 26°C (FDR<0.05, induction/repression fold >1.3). 

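Supplementary Data 1 gives for each regulated gene the mean over all samples, the means at 21 and 26 °C, the log2 fold change, the p-value and the false discovery rate. The part used here holds 1996 genes, all upregulated at 26 °C, sorted from the largest log2 fold change down to the paper's value of 0.50. All 1996 were tested here and all had a positive log2 fold change, and 1953 of them passed both thresholds in edgeR's quasi-likelihood test. For the 1995 genes with a finite value in both, the median difference from the paper's log2 fold change was -0.01, and it was under 0.1 for 1995 of them.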

RNA-seq was performed in triplicates on root RNA samples extracted from 10-day-old wild-type plants.

File Name: Supplementary Data 2

Description: List of defense-regulated genes and that are also regulated by elevated ambient temperature in roots.

File Name: Supplementary Data 3

Description: List of genes involved in metal homeostasis and that are also regulated by elevated ambient temperature in roots.

File Name: Supplementary Data 4

Description: List of genes regulated by both brassinosteroids and elevated ambient temperature in roots.

File Name: Peer Review File

Description:

## Supplementary information

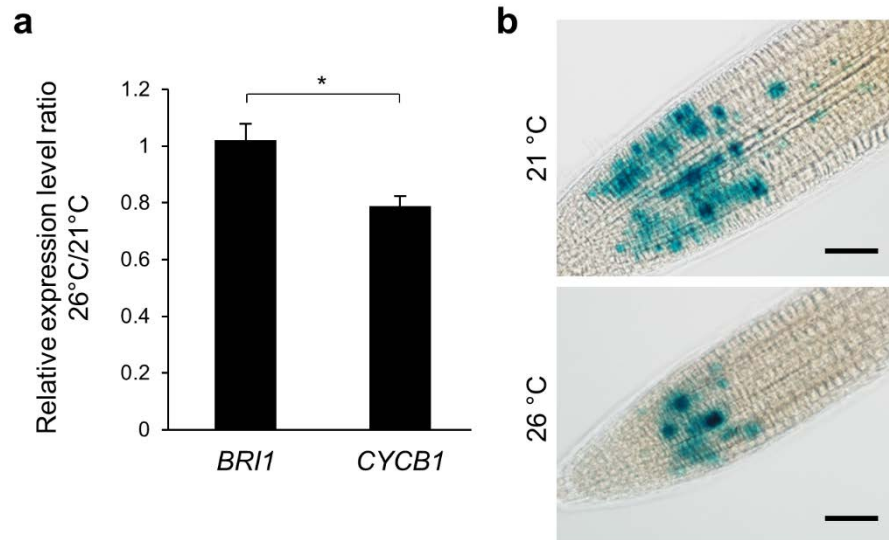

**Supplementary Figure 1. a**, Quantitative RT-PCR monitoring endogenous *BRI1* and *CYCB1;1* gene expression in roots from wild-type plants grown at 21°C or 26°C (mean $\pm$ s.d., n=3). The asterisk indicates a statistically significant difference (t-test, P<0.01). **b**, Histochemical staining of the *CYCB1;1::GUS* cell cycle reporter line grown at 21°C or 26°C. Representative images are shown. Scale bar, 50 µm.

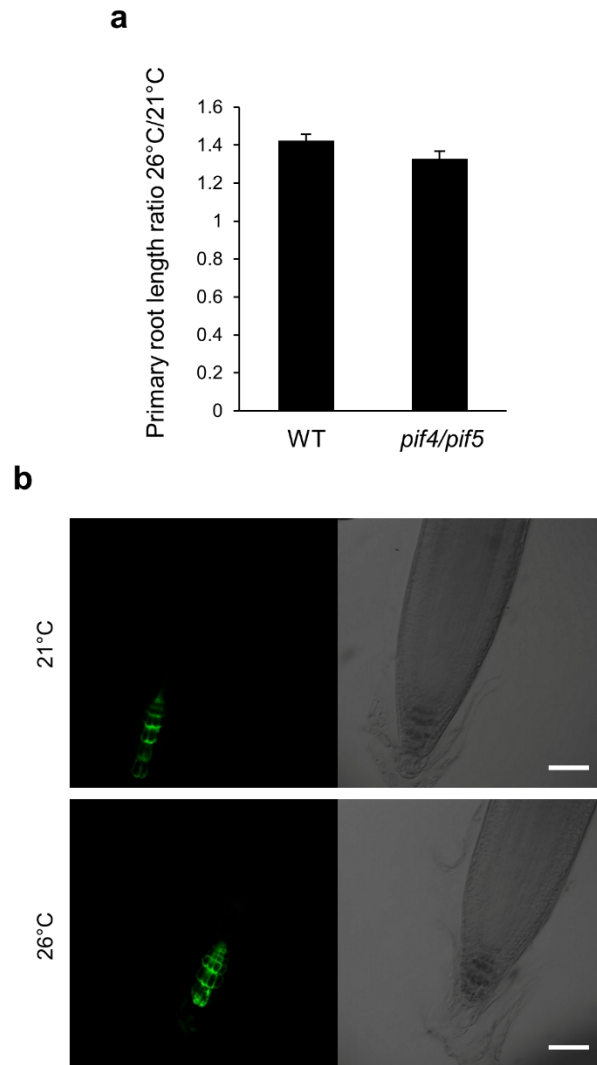

**Supplementary Figure 2. a,** Ratio of the primary root length from wild-type and *pif4/pif5* double mutant plants grown at 26°C over 21°C (mean $\pm$ s.d., n=25). The difference in primary root length ratio between wild-type plants and *pif4/pif5* is not statistically significant. **b,** Influence of elevated growth temperature on auxin responses monitored by the DR5::GFP synthetic auxin reporter. Images correspond to Figure 2c, with a green LUT. Similar confocal detection settings were used to compare the two growth conditions. Scale bar, 50  $\mu$ m.

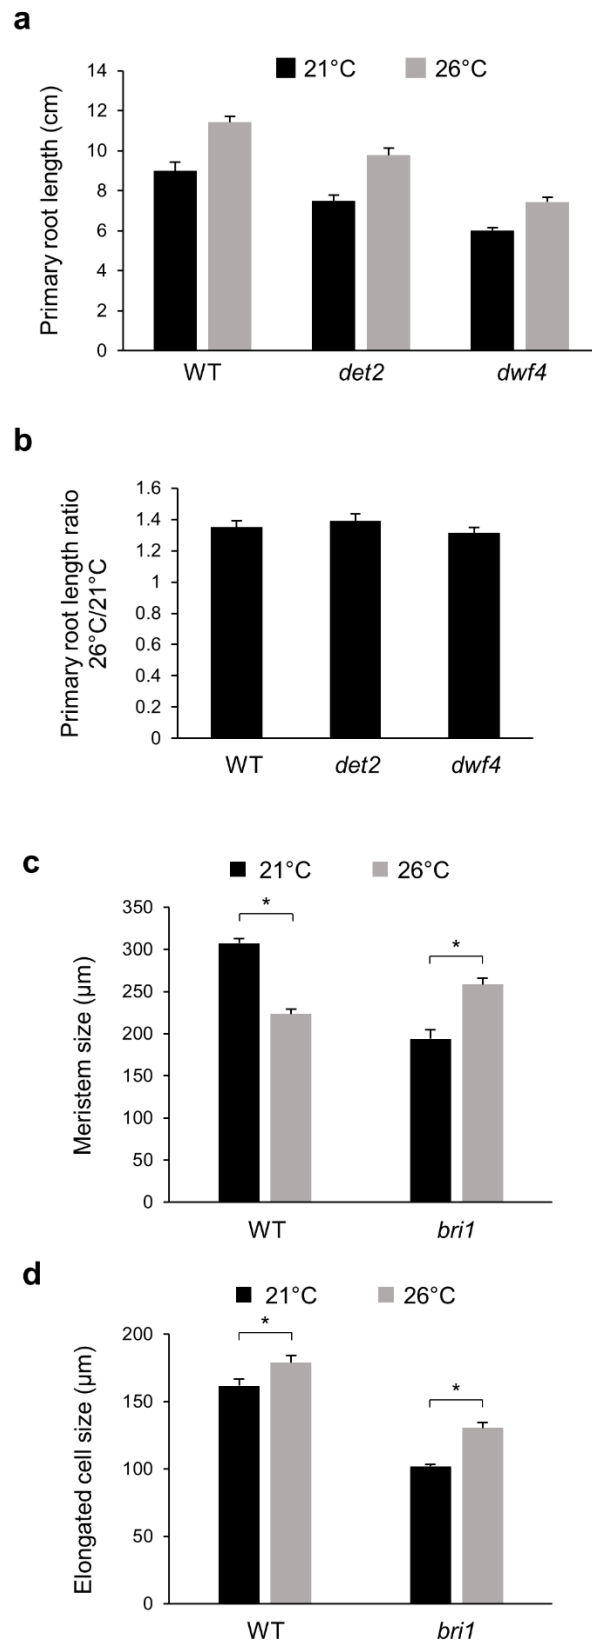

**Supplementary Figure 3. a**, Primary root length of 15-day-old wild-type, *det2* and *dwf4* mutant plants grown at 21°C or 26°C (mean $\pm$ s.d., n=25). **b**, Ratio of the primary root length from wild-type, *det2* and *dwf4* grown at 26°C over 21°C (mean $\pm$ s.d., n=25). The difference

in primary root length ratio between wild-type plants and both BR-deficient mutants is not statistically significant. **c**, Quantification of meristem size of wild-type and *bri1* mutant plants grown at 21°C or 26°C (mean+/-s.d., n=25). The asterisk indicates a statistically significant difference (t-test,  $P < 0.01$ ). **d**, Quantification of differentiated root epidermal cell length from wild-type and *bri1* mutant plants grown at 21°C or 26°C (mean+/-s.d., n=25). The asterisk indicates a statistically significant difference (t-test,  $P < 0.01$ ).

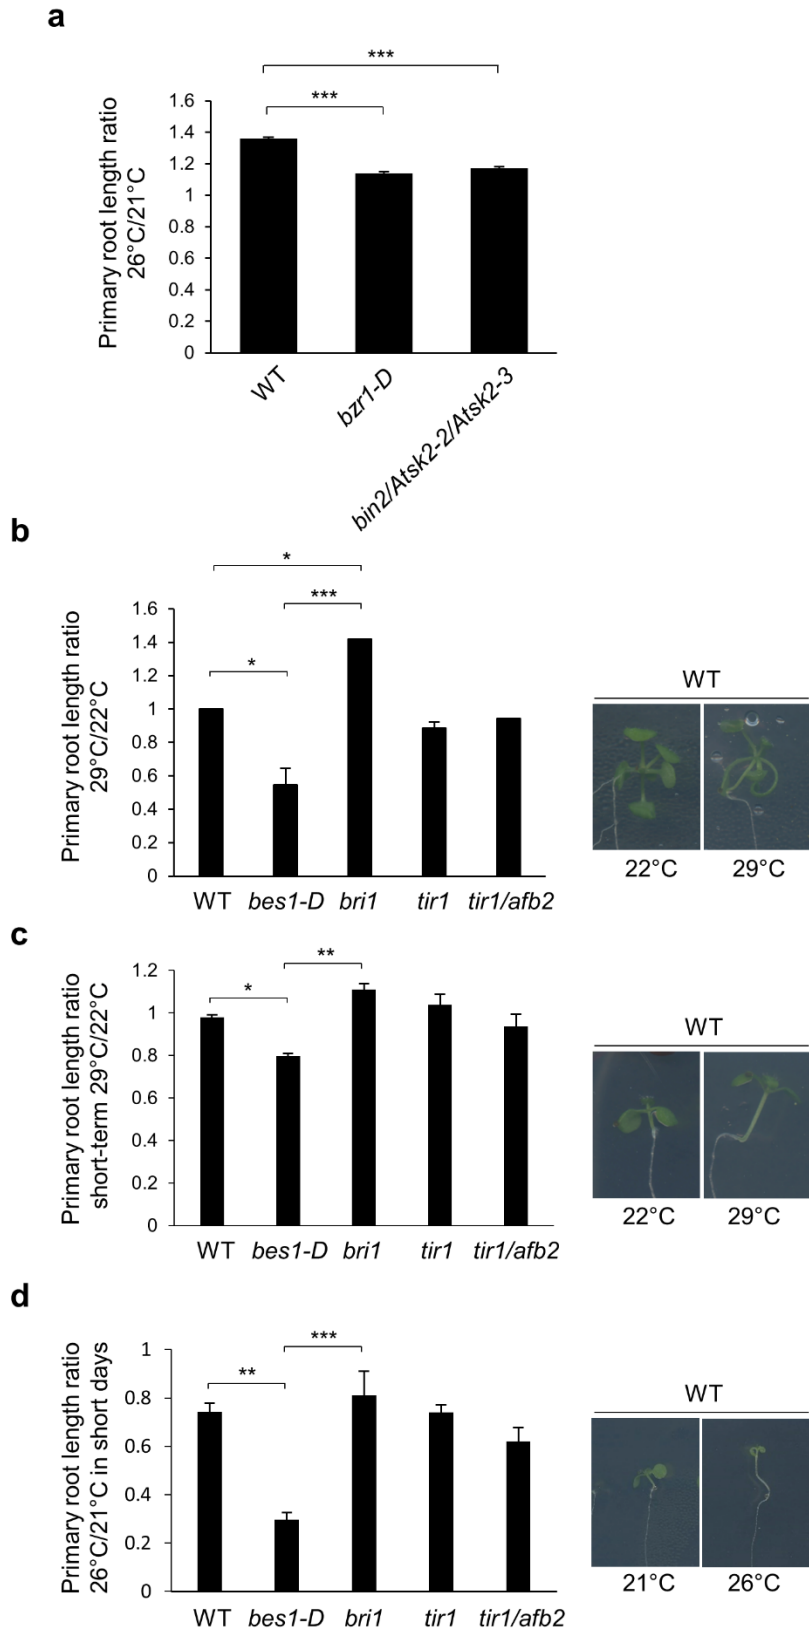

**Supplementary Figure 4. a**, Ratio of primary root length from 15-day-old wild-type (WT), *brr1-D* and *bin2/Atsk2-2/Atsk2-3* mutants continuously grown 26°C/21°C (mean+/-s.d., n=3). The asterisks indicate a statistically significant difference (Kruskal-Wallis,  $P < 0.0001$ ). **b**, Ratio

of primary root length from 15-day-old wild-type (WT), *bes1-D*, *bri1*, *tir1* and *tir1/afb2* mutant plants continuously grown at 29°C/22°C (mean+/-s.d., n=3). The asterisks indicate a statistically significant difference (Kruskal-Wallis ; \*, P<0.01 ; \*\*\*, P<0.0001). **c**, Ratio of primary root length from 9-day-old wild-type (WT), *bes1-D*, *bri1*, *tir1* and *tir1/afb2* mutant plants grown at 29°C/22°C (mean+/-s.d., n=3). Plants were cultivated for 5 days at 22°C and transferred for 4 additional days to 22°C or 29°C prior to scoring roots. The asterisks indicate a statistically significant difference (Kruskal-Wallis ; \*, P<0.01 ; \*\*, P<0.001). **d**, Ratio of primary root length from 15-day-old wild-type (WT), *bes1-D*, *bri1*, *tir1* and *tir1/afb2* continuously grown in short days at 29°C/22°C (mean+/-s.d., n=3). The asterisks indicate a statistically significant difference (Kruskal-Wallis ; \*\*, P<0.001 ; \*\*\*, P<0.0001).

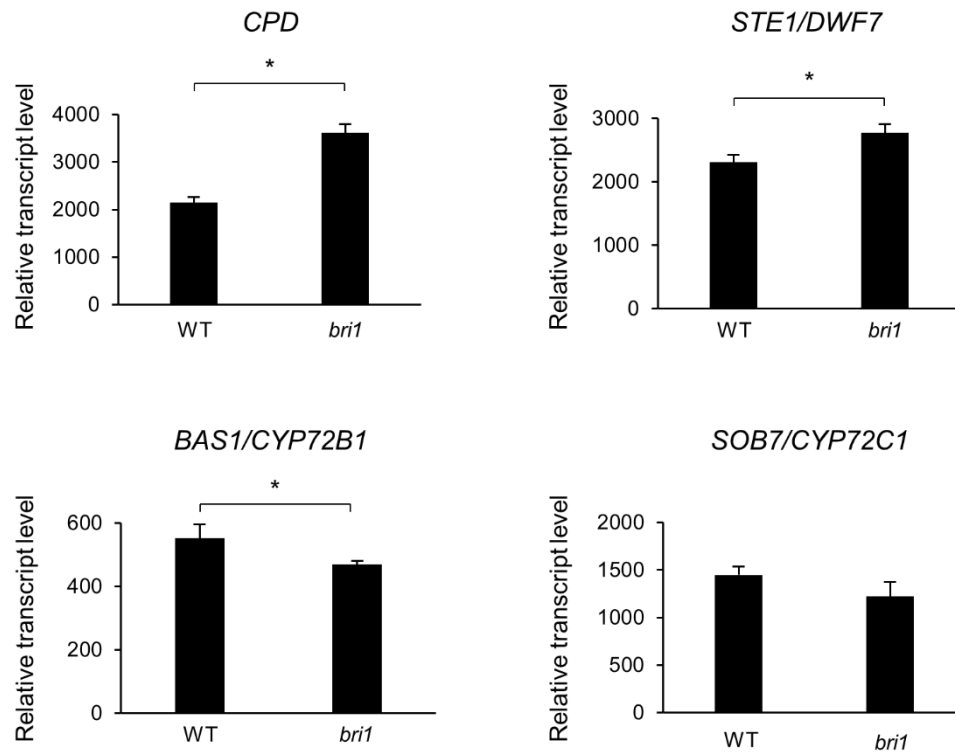

**Supplementary Figure 5.** Gene expression profiles of *CPD*, *STE1/DWF7*, *BAS1/CYP72B1* and *SOB7/CYP72C1* in wild-type and *bri1* mutant (mean $\pm$ s.d., n=3). The asterisks indicate a statistically significant difference (Mann-Whitney, P<0.01).

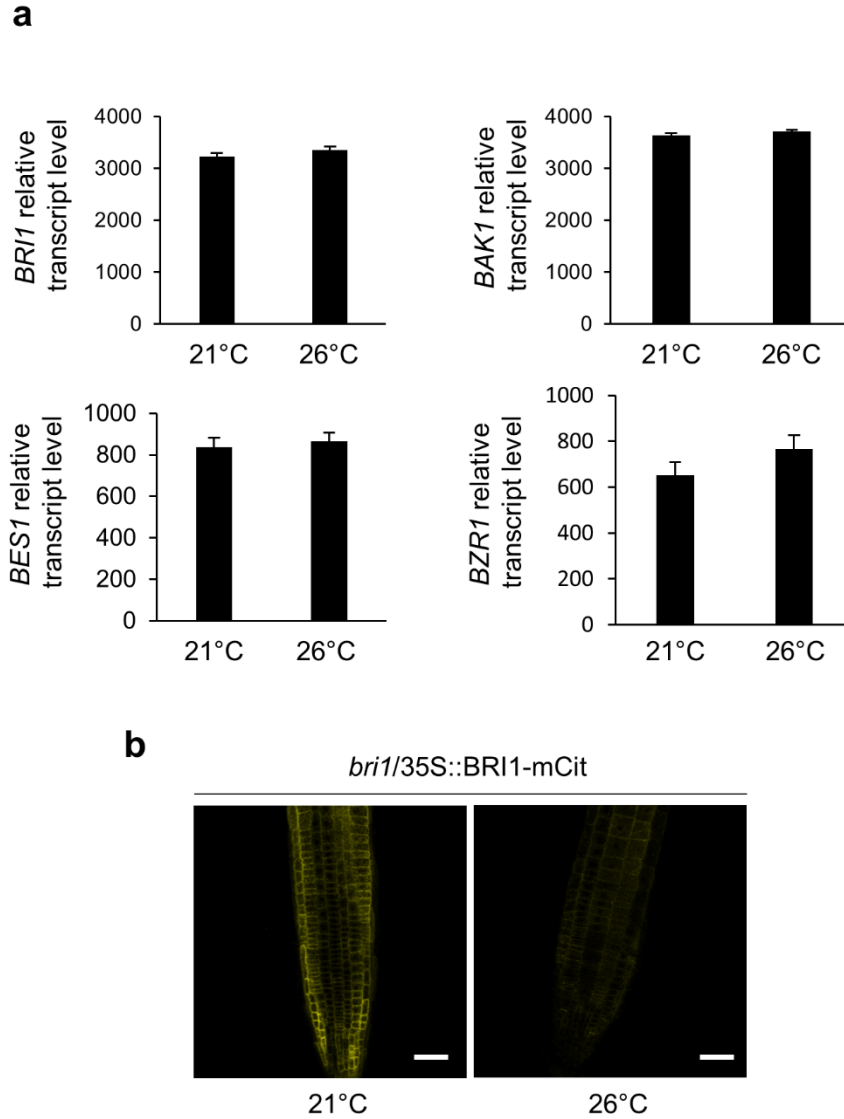

**Supplementary Figure 6. a**, Gene expression profiles of *BRI1*, *BAK1*, *BES1* and *BZR1* genes in roots from wild-type plants grown at 21°C or 26°C (mean $\pm$ s.d., n=3). The data was extracted from the RNA-seq experiment. No statistical difference was observed between the two growth temperatures. **b**, Influence of increased growth temperature on constitutively-expressed *BRI1-mCit*. Similar confocal detection settings were used to compare the effect of temperature. Representative images are shown. Scale bar, 50  $\mu$ m.

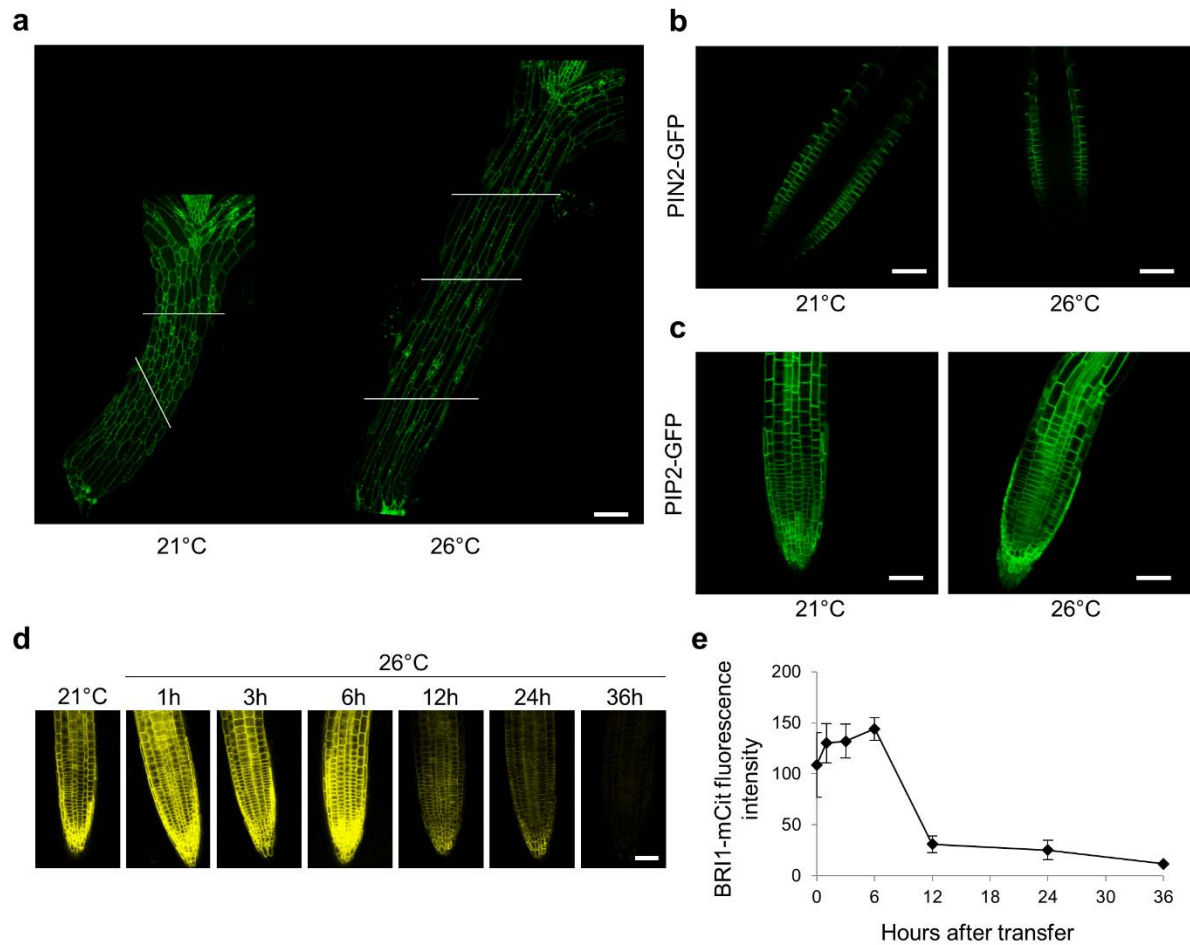

**Supplementary Figure 7. a**, Reconstitution of BRI1-mCitrine fluorescence in hypocotyls from plants grown at 21°C or 26°C. Similar detection settings were used to directly compare the effect of temperature on BRI1-mCit accumulation. Scale bar, 50 μm. **b, c**, Accumulation profile of PIN2-GFP (**b**) or PIP2;1-GFP (**c**) proteins in the primary root from plants grown at 21°C or 26°C. Similar detection settings were used between the two growth temperatures. Representative images are shown. Scale bar, 50 μm. **d**, Time-course analysis of BRI1-mCit levels in the root upon transfer from 21°C to 26°C. Similar detection settings were used during the course of this experiment. Representative images are shown. Scale bar, 50 μm. **e**, Quantification of BRI1-mCit levels upon transfer from 21°C to 26°C growth conditions (mean $\pm$ s.d., n=6).

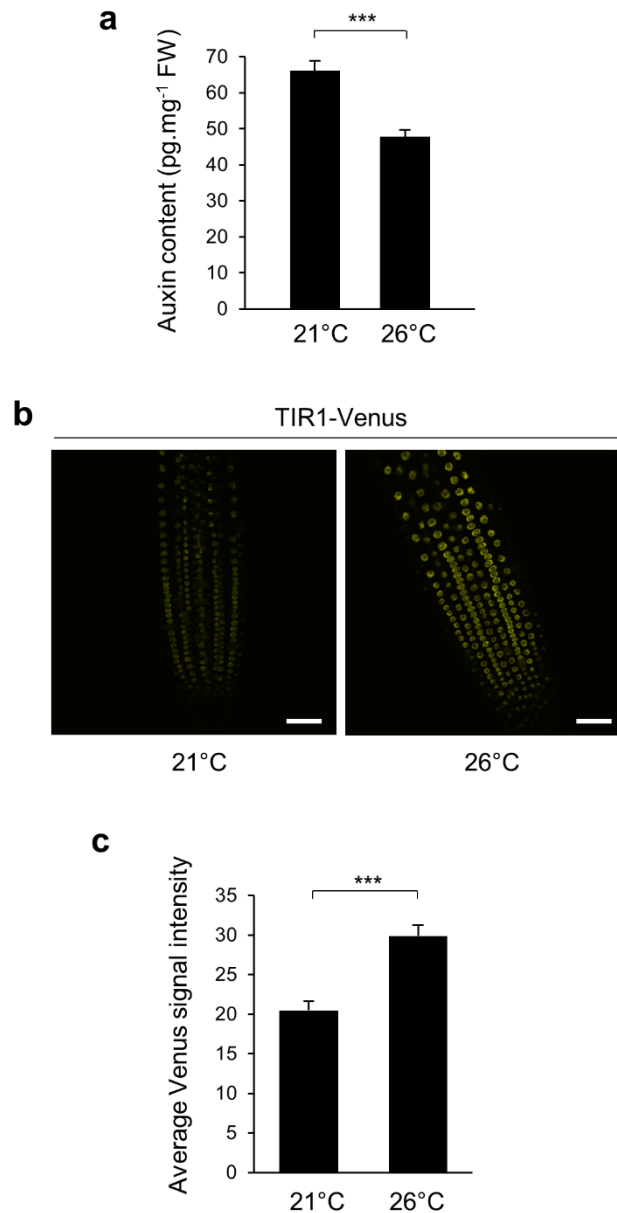

**Supplementary Figure 8. a**, Free auxin (IAA) measurements in 15-day-old roots from wild-type plants grown at 21°C or 26°C (mean $\pm$ s.d., n=8). The asterisks indicate a statistically significant difference (Mann-Whitney,  $P < 0.0001$ ). **b**, Influence of continuous growth under elevated ambient temperature on TIR1-Venus protein accumulation in roots. Similar confocal detection settings were used to compare plants grown at 21°C and 26°C. Representative images are shown. Scale bar, 50  $\mu$ m. **c**, Quantification of total root fluorescence from TIR1-Venus plants grown at 21°C and 26°C shown in (b) (mean $\pm$ s.d., n=10). The asterisks indicate a statistically significant difference (Mann-Whitney,  $P < 0.0001$ ).

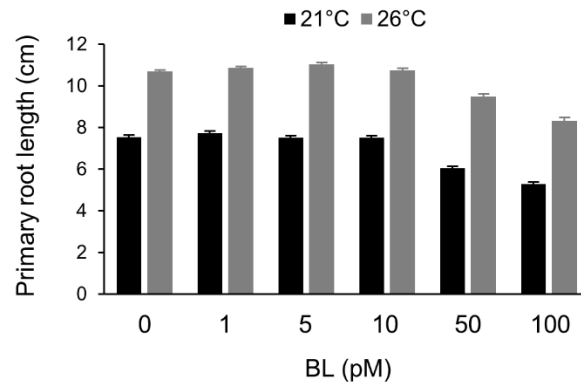

**Supplementary Figure 9.** Dose response analysis of primary root length to exogenously applied brassinolide (BL) in 15-day-old wild-type plants grown at 21°C or 26°C (mean $\pm$ s.d., n=25).

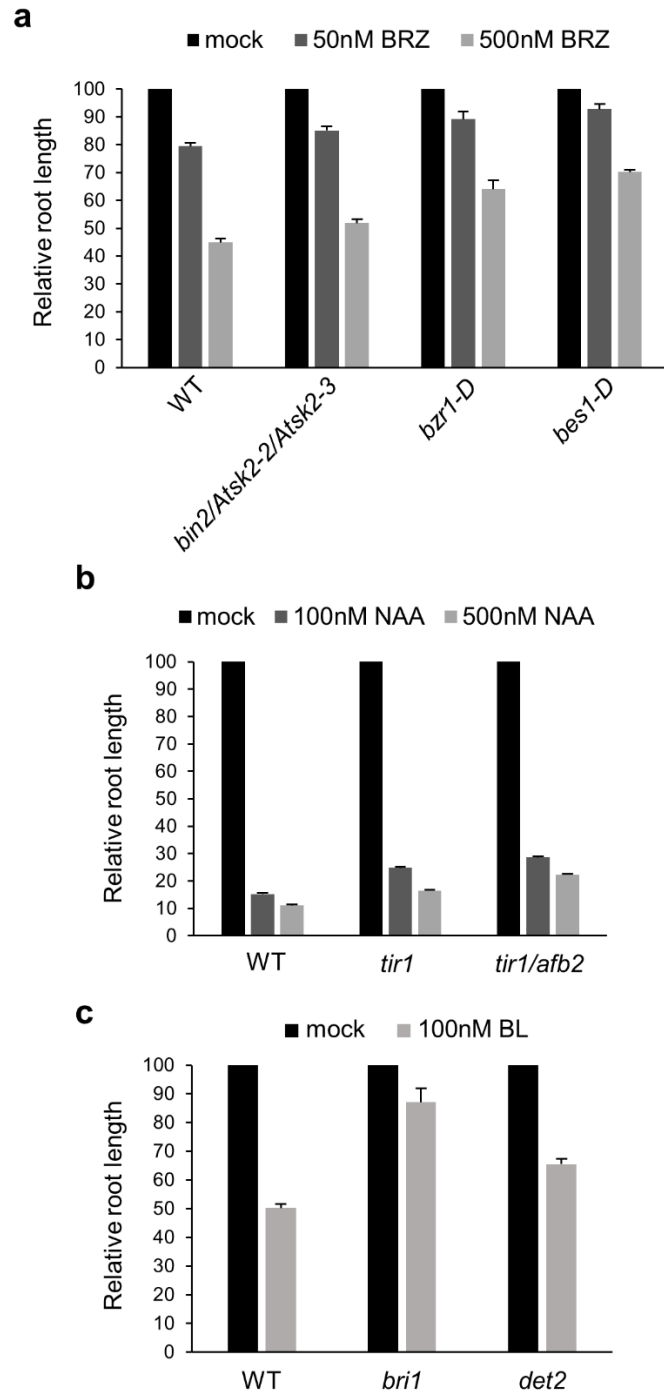

**Supplementary Figure 10. a**, Sensitivity of wild-type, *bin2/Atsk2-3/Atsk2-3*, *bzr1-D* and *bes1-D* to the BR biosynthetic inhibitor brassinazole (BRZ) (mean $\pm$ s.d., n=25). Data are represented relative to mock for each genotype. **b**, Sensitivity of wild-type, *tir1* and *tir1/afb2* to auxin (NAA) (mean $\pm$ s.d., n=25). Data are represented relative to mock for each genotype. **c**, Sensitivity of wild-type, *bri1* and *det2* to brassinolide (BL) (mean $\pm$ s.d., n=25). Data are represented relative to mock for both genotypes.

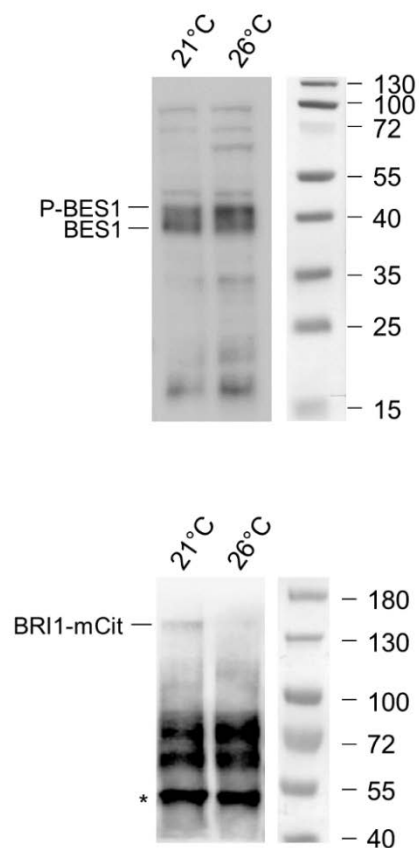

**Supplementary Figure 11.** Scans of full blots used in this study.

| Primer name    | Primer sequence                 |
|----------------|---------------------------------|
| CPD qPCR F     | 5'-TTGCTCAACTCAAGGAAGAG-3'      |
| CPD qPCR R     | 5'-TGATGTTAGCCACTCGTAGC-3'      |
| STE1 qPCR F    | 5'-ACGTGGTTGGACCAAATGTT-3'      |
| STE1 qPCR R    | 5'-GATGGGTGGCATGGAGATAC-3'      |
| BAS1 qPCR F    | 5'-CCAAGGACCATGTCGTTAAGC-3'     |
| BAS1 qPCR R    | 5'-CCTGAAGTATAGCAAGATTCTGACC-3' |
| SOB7 qPCR F    | 5'-GTCAGCAAAGAACTAAAGAATCC-3'   |
| SOB7 qPCR R    | 5'-GCTCGAATAGCAAGGAGACC-3'      |
| CYCB1;1 qPCR F | 5'-TGCGTTTCTCTTGACTACAGGTTTT-3' |
| CYCB1;1 qPCR R | 5'-TCAATCATCGTCCTCGTACACG-3'    |
| BRI1 qPCR F    | 5'-AGCCGGGTCAGGGATAGATT-3'      |
| BRI1 qPCR R    | 5'-ACCCAAGGAAAATCGGACTGA-3'     |
| PP2A qPCR F    | 5'-AACGTGGCCAAAATGATGC-3'       |
| PP2A qPCR R    | 5'-GTTCTCCACAACCGCTTGGT-3'      |

**Supplementary Table 1.** List of qPCR primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

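The processed files hold 6 libraries of mRNA from roots of wild-type *Arabidopsis* plants grown for 10 days, 3 at 21 °C and 3 at 26 °C. The authors trimmed the reads for quality and adapters, removed ribosomal sequences, aligned the rest with Bowtie 2 to 33602 TAIR10 transcripts with 1 isoform per gene, and deposited for each transcript the raw count of single reads and the raw count of read pairs. Reads with an equally good second alignment were removed by the authors, and a pair was counted only when both of its reads fell on the same transcript in proper orientation. The counts of read pairs are the values used throughout, and the counts of single reads were used only as an added alternative. The headers of the files put the share of mapped reads between 98.28% and 98.45% and the share of pairs counted between 94.95% and 95.66%. The paper names a TruSeq RNA kit and the sample labels a stranded one, and the difference is recorded without a test.

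Identifiers were matched to the TAIR10.1 annotation, in which 32835 of the 33602 were found. Chromosomes 1 to 5 in this reference have lengths of 30427671, 19698289, 23459830, 18585056 and 26975502 base pairs. The files hold no coordinates, so all positions come from TAIR10.1, which is an update of the TAIR10 build the authors used.

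In R 4.3.3, edgeR 4.0.16 was run with TMM normalization, filterByExpr over both temperature groups, and the quasi-likelihood test with temperature alone in the model, as fixed before the data were examined. This left 20843 genes. Thresholds were a false discovery rate of 0.05 by Benjamini-Hochberg adjustment and a fold change of 1.3, which are the paper's. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Normalized counts are counts divided by each sample's effective library size and multiplied by the mean of these sizes. Ratios within a harvest date were taken on log2 of the normalized count plus 0.5. The procedure was tested on simulated counts drawn from the gene means and library sizes of these samples with 200 genes changed. Of the 197 changed genes that passed the filter, 193 were recovered in the right direction, with 8 false calls among 20624 unchanged genes. Every simulated change was well above a fold change of 1.3, all genes shared a dispersion of 0.0070, and no effect of harvest date was simulated. The result therefore does not measure recovery of smaller changes or false calls in the real samples.

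Replicate numbers come from the sample labels, which give each temperature replicates 1, 2 and 3 without saying that samples of the same number belong together. The model without the number is therefore the main one, and the model with it as a block is given beside it. Gene sets were defined by words in the annotated product or description and tested with Fisher's exact test against the 20594 tested genes that have an annotation. For the disease resistance, peroxidase and auxin sets, the words followed themes that the paper reports from these same samples. The annotation used holds no ontology identifiers, so the gene ontology analysis of the paper was not repeated.

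The genes named were fixed by rule before the counts were examined, but after the paper's supplementary lists had been read. They are the genes the paper names for root mRNA or mutants, a list of iron homeostasis genes, the 3 largest rises and the 3 largest falls among genes past both thresholds with complete separation and a mean count of at least 100, and the 3 largest changes in the listed direction in Supplementary Data 2 and in Supplementary Data 3. The iron list includes *AT1G47395* and *AT1G47400*, which were picked from the top of Supplementary Data 1. *MYB72*, *NAS3* and *VIT1* of the iron list had 6, 1 and 25 pairs in all samples together and did not pass the filter.

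The alternatives set beforehand were edgeR's exact test, DESeq2 1.42.0, RLE and upper-quartile factors, library totals alone, no filter on low counts, at least 10 counts in every sample, at least 1 count per 1000000 pairs in at least 3 samples, no fold threshold, a false discovery rate of 0.01, glmTreat, the replicate number or the harvest date as a block, leaving out organelle genes, leaving out each replicate in turn, and camera of limma 3.58.1 for the gene sets. No read-level step could be repeated from counts. A floor of 3 pairs per library was set, and intervals and floors cover counting error only.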

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

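The tests below were chosen after the patterns were seen, apart from the test on genes taken as dependent on FIT, whose lists were written before the values of their genes were looked at but after those of *FIT*, *IRT1* and the bHLH genes had been seen. The paper does not discuss the genes in these patterns apart from its iron uptake genes.

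Genes for ribosomal proteins were singled out because they moved together outside the genes the paper discusses. Of 319 tested genes whose product names a ribosomal protein, 154 were lower and 5 were higher at 26 °C, and 292 had a negative log2 fold change, with a median of -0.37. The pattern was noticed when 14 annotation words were compared in both directions (28 Fisher's exact tests). For the words ribosomal protein, found in the annotated product of 320 tested genes when products that also name a kinase or transferase are not left out as they were above, the odds ratio among the lower genes was 7.77 (95% confidence interval 6.17 to 9.78), with an adjusted p of 1.5e-60 that treats genes as independent and so overstates the evidence. Among 10000 random lists of genes matched on exon length and mean expression, the lowest median was -0.19, and among lists matched on exon GC content and mean expression it was -0.11. These values speak against length and GC content as the whole source of the fall. With library totals alone in place of TMM factors the median was -0.35, which differs by the 0.03 that this choice moves the median of all genes, so it cannot decide about scaling. The change of a single gene is small, however, and the number called lower was 7 under glmTreat, 70 with the harvest date as a block, 76 at a false discovery rate of 0.01 and 145 with the replicate number as a block. It ranged from 76 to 202 across the 6 fits that each left out a replicate. The other splits of the samples called no gene of any kind, at 35 to 1330 genes with an unadjusted p under 0.05, so they say nothing about this set. At least 76 genes of the set were called lower in each of the 6 fits that left out a replicate. A single replicate is therefore not the whole source of the fall. The genes move together in 3 samples per temperature, however, so a chance difference between the samples is not excluded. A lower demand for ribosomes at 26 °C, or a different share of dividing cells in the root, remains a hypothesis not tested here. The paper reports a shorter meristem with fewer meristematic cells at 26 °C. In these samples the cell cycle gene *CYCB1;1* had a log2 fold change of -0.49. Genes with the word cyclin were not over-represented among the lower genes, with an odds ratio of 0.66 (95% confidence interval 0.26 to 1.43). Genes with the word histone were, with an odds ratio of 2.84 (adjusted p = 2.2e-04, Fisher's exact test across genes). The word sets therefore do not decide about the share of dividing cells.

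Nuclear genes that match the mitochondrial genome were singled out because they rose in data the paper does not discuss. At least 80% of the exon sequence of 41 tested genes matches the mitochondrial genome at 90% identity or more, and all 41 lie on chromosome 2 between 3244585 and 3502294. Of these, 35 were higher at 26 °C and none was lower, with a median log2 fold change of 2.30. With no filter on low counts, 65 genes of this kind were called higher. With at least 1 count per 1000000 pairs in at least 3 samples there were 15, and with at least 10 counts in every sample 8. The filter changes which genes are tested, so these numbers do not gauge the rise itself. Genes of the mitochondrial genome itself rose as well. Their share of all pairs was 0.00226% ± 0.000723 (SD, n = 3) at 21 °C and 0.00606% ± 6.9e-05 (SD, n = 3) at 26 °C, a log2 ratio of 1.42, and of 32 tested genes 25 were higher. The plastid share did not change, with a log2 ratio of 0.048, which speaks against a general carry-over of organelle RNA. Counts at 5563 nearly silent nuclear genes had a log2 ratio of 0.12, but these genes were chosen for low counts in the same samples and do not gauge mitochondrial DNA, so carry-over of DNA cannot be told apart from the pattern. Tested genes in the surrounding 1000000 base pairs that do not match the mitochondrial genome had a median log2 fold change of -0.046, which speaks against a change of the whole region. Leaving out a replicate left at least 33 genes called. Reads of mitochondrial transcripts that differ slightly from the reference could be counted on the nuclear copies, so a rise of mitochondrial RNA and transcription of the nuclear copies cannot be told apart.

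The transcription factor gene *bHLH38* was singled out because it rose, with a log2 fold change of 3.25, while the iron uptake genes that the paper names fell. The small genes *AT1G47395* and *AT1G47400* rose by 4.79 and 4.63, and the ferritin genes *FER1*, *FER3* and *FER4* changed by -2.52, -0.99 and -0.80. Both small genes had been picked from the top of Supplementary Data 1, so their rise was known in advance. The sum of the normalized counts of *bHLH38*, *bHLH39*, *bHLH100* and *bHLH101* rose by a log2 ratio of 2.36. Each of the 4 genes rose, and ambiguous pairs had been removed, so this sum cannot decide whether lost reads of these paralogs changed their values. Within the first harvest date *bHLH38* rose by 3.73, and *IRT1* fell on both dates that held both temperatures. The regulator *FIT* fell at 26 °C, though with an adjusted p of 0.060 under glmTreat. Of 11 further genes taken from general knowledge as dependent on FIT, 7 were lower and 1 was higher, while the 3 tested genes of a second list, taken as independent of FIT, were higher. A candidate explanation is that iron shortage signals rise in the root at 26 °C while the branch that depends on FIT falls, but no iron measurement was analysed here and the lists are not from these data.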

How the results depend on the processing

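All alternatives except the counts of single reads were set beforehand, and the tests on other splits of the samples were written down only after the result was seen. The numbers of genes higher and lower at 26 °C, the odds ratio of disease resistance genes, and the genes of Supplementary Data 2, 3 and 4 stayed on the same side of their thresholds and within 1.5 times their value under the alternatives, except as follows.

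Without a fold threshold, 3804 genes were lower and 3936 were higher. With the harvest date as a block, 1552 genes were lower and 2082 were higher. The genes called were then 99 in Supplementary Data 2, 41 in Supplementary Data 3 and 946 in Supplementary Data 4. That model spends a parameter on a date with a single sample, and the cause of the fall in number was not tested. With the replicate number as a block, 2637 genes were higher and 2169 were lower, and the paired model changed none of these results by more than 1.5 times. Under glmTreat 1270 genes were higher and 755 lower, the genes called were 62 in Supplementary Data 2, 28 in Supplementary Data 3 and 600 in Supplementary Data 4, and the odds ratio of auxin genes turned to 0.94 (exact p = 1.0). For the peroxidase genes camera gave p = 0.21 (n = 96 genes). The cause of these other shifts was not tested.

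Across the 6 fits that each left out a replicate, from 2316 to 3214 genes were higher and from 1781 to 2752 lower. The odds ratios ranged from 2.06 to 4.08 for disease resistance genes, where the highest, without replicate 2 at 21 °C, is more than 1.5 times the value of 2.59 from all samples, from 2.46 to 5.00 for peroxidase genes and from 0.968 to 1.28 for auxin genes. The genes called ranged from 96 to 136 in Supplementary Data 2, from 45 to 53 in Supplementary Data 3 and from 1016 to 1196 in Supplementary Data 4. With a replicate left out, small changes that had not passed the thresholds reversed for *PYE* (from -0.0062 to 0.128), *BRL3* (from -0.151 to 0.0036), *BRI1* (from -0.0101 to 0.107), *BAK1* (from -0.0268 to 0.0761) and *MYB10* (from -0.239 to 0.0477). Over the 1095 values of single genes under alternatives, 1067 stayed the same, 17 were weaker, 6 were stronger and 5 reversed. The labels follow the call at both thresholds and the sign. A gene below the fold threshold, such as *BZR1*, counted as the same even where its adjusted p rose above 0.05. The 17 weaker values lost their call, under glmTreat for *FIT*, *NAS1*, *NAS4*, *BTS*, *bHLH101*, *FRD3*, *BAS1*, *PIN2*, *PIF5* and *CYCB1;1*. The others were *PIF5* and *NAS1* with the harvest date as a block, and *CYCB1;1* at a false discovery rate of 0.01 and with a replicate left out. The 6 stronger values, which passed both thresholds only with a replicate left out, were those of *TAA1*, *PIF4*, *IRT2*, *AHA2*, *PIP2;1* and *FER2*. Counting single reads in place of pairs, which was chosen after seeing the data, gave 2944 higher and 2322 lower genes.

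Other splits of the 6 samples were fitted in the same way. Of the 10 splits, 4 part all 3 same-numbered pairs, and the real one, 1 of these 4, was alone in giving as many genes as reported, for each of the counts and gene sets, including the 8 results fixed beforehand and the ribosomal and mitochondrial sets. The 9 other splits gave 0 genes past both thresholds, against 35 to 1330 genes at an unadjusted p under 0.05, and 6 of them part only 1 pair. The real split had 9866 such genes. The split that follows the harvest date gave 0 genes, with 100 at an unadjusted p under 0.05. Each side of it held samples of both temperatures, so it cannot show whether the harvest date had an effect. With so few splits, chance cannot be excluded by this count. Since the other splits gave 0 genes in total, the count says nothing about any gene set beyond the total.

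Among scalings, library totals alone moved the median of all genes most, by 0.03 on the log2 scale. Depth limits the low counts, such as those of *PIF4* with 86 pairs in all samples together.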

Differences from the paper's values

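For *IRT1* and *FRO2* the paper states a range of repression whose upper end is 10-fold, and the larger of both values here, that of *IRT1*, was 6.64-fold. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's upper end with the replicate number as a block (6.67), without replicate 1 at 21 °C (7.64) and without replicate 1 at 26 °C (8.03). It did not under the others, which gave between 5.55 and 6.66. The value of *IRT1* lies inside the paper's range, whose lower end is the paper's 5-fold. The value of *FRO2*, 4.54-fold, lies below that end, and it lay inside the paper's range without replicate 1 at 21 °C (5.34) and without replicate 1 at 26 °C (5.46). Under the other alternatives it was between 3.87 and 4.56.

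The paper states that none of *BRI1*, *BAK1*, *BES1* and *BZR1* changed significantly. For *BZR1* the false discovery rate in edgeR was 0.030 with a 1.17-fold change, below the fold threshold of 1.3. It was 0.081 with the replicate number as a block, 0.20 with the harvest date as a block and 0.062 with DESeq2. With edgeR's exact test it was 0.022. The paper cites Supplementary Data 3 for *NAS2*, and the list of 53 genes used here does not include *NAS2*. *CPD* and *STE1* are reported by the paper as higher at 26 °C, in an assay its legend does not name. Here both had a higher mean at 26 °C, but neither passed the test (adjusted p = 0.11 and 0.091 from edgeR).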

Other observations

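Values of genes that the paper follows in other experiments, or whose assay its legends do not name, are given here for the same 6 samples, with the quasi-likelihood test of edgeR. The tests on annotation words were chosen after the result was seen, and circadian clock genes, the genes behind the second principal component, gene biotypes and the relation of GC content, length and expression with the fold change were also looked at without a result reported here. *STE1* had 1462 ± 74.6 normalized counts (SD, n = 3) at 21 °C and 1629 ± 34.0 at 26 °C, a log2 fold change of 0.16 (adjusted p = 0.091). *CPD* had 971 ± 41.4 and 1090 ± 80.4, a log2 fold change of 0.17 (adjusted p = 0.11). *BAS1* fell from 379 ± 9.94 to 267 ± 20.3, a log2 fold change of -0.51 (adjusted p = 0.0018), and *SOB7* from 934 ± 19.4 to 736 ± 37.0, a log2 fold change of -0.34 (adjusted p = 0.0039) that is below the fold threshold. With the harvest date as a block the adjusted p of *SOB7* was 0.067 in edgeR. That of *BAS1* was 0.19 under glmTreat.

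The cell cycle gene *CYCB1;1* was lower at 26 °C, with a log2 fold change of -0.49 (adjusted p = 0.018), and lost its call in 4 of the 6 fits that each left out a replicate. *PIN2* fell by 0.51 on the log2 scale (adjusted p = 0.0077, and 0.28 under glmTreat). *PIP2;1* (-0.36), *BRL1* (0.29), *DWF4* (-0.30) and *DET2* (0.23) had adjusted p-values under 0.05 but changes below the fold threshold. With the harvest date as a block their adjusted p-values in edgeR were 0.15, 0.19, 0.27 and 0.35. *BIN2* (-0.08), *BRL3* (-0.08) and the reference gene *PP2AA3* (-0.07) did not pass the test. *PIF5* rose by 0.96 (adjusted p = 0.0084), with an adjusted p of 0.072 in edgeR with the harvest date as a block, and *PIF4*, with 10.7 ± 5.59 and 18.1 ± 3.05 normalized counts, had an adjusted p of 0.13.

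Of the other iron genes, *FRD3* was lower, with a log2 fold change of -0.50 (adjusted p = 4.9e-04, and 0.13 under glmTreat). *FER2* (-0.28), *IRT2* (-0.37), *AHA2* (-0.36), *ZIF1* (0.14), *PYE* (0.07) and *MYB10* (-0.11) did not pass the test.

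Among the 14 annotation words compared, cytochrome P450 genes were over-represented among the higher genes, with 55 of 174 genes and an odds ratio of 3.11 (adjusted p = 1.8e-09, Fisher's exact test across genes), and F-box genes were as well, with an odds ratio of 1.87 (adjusted p = 0.0030). Among the lower genes the odds ratio was 3.13 for lipid transfer genes (adjusted p = 8.2e-04), 3.01 for terpene genes (adjusted p = 0.031), 2.84 for histone genes (adjusted p = 2.2e-04), 1.76 for extensin or proline-rich genes (adjusted p = 0.031) and 0.26 for F-box genes (adjusted p = 4.1e-04). The words of the disease resistance, peroxidase and ribosomal protein genes also passed in this comparison. The largest correlation of deviations from the temperature means across genes, 0.45, was between replicate 2 at 21 °C and replicate 1 at 26 °C, which were harvested on different dates, and no explanation of it was tested.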
